# Olfactory bulb astrocytes mediate sensory circuit processing through Sox9 in the mouse brain

**DOI:** 10.1038/s41467-021-25444-3

**Published:** 2021-09-01

**Authors:** Kevin Ung, Teng-Wei Huang, Brittney Lozzi, Junsung Woo, Elizabeth Hanson, Brandon Pekarek, Burak Tepe, Debosmita Sardar, Yi-Ting Cheng, Gary Liu, Benjamin Deneen, Benjamin R. Arenkiel

**Keywords:** Astrocyte, Molecular neuroscience, Olfactory bulb, Sensory processing

## Abstract

The role of transcription factors during astrocyte development and their subsequent effects on neuronal development has been well studied. Less is known about astrocytes contributions towards circuits and behavior in the adult brain. Astrocytes play important roles in synaptic development and modulation, however their contributions towards neuronal sensory function and maintenance of neuronal circuit architecture remain unclear. Here, we show that loss of the transcription factor *Sox9* results in both anatomical and functional changes in adult mouse olfactory bulb (OB) astrocytes, affecting sensory processing. Indeed, astrocyte-specific deletion of *Sox9* in the OB results in decreased odor detection thresholds and discrimination and it is associated with aberrant neuronal sensory response maps. At functional level, loss of astrocytic *Sox9* impairs the electrophysiological properties of mitral and tufted neurons. RNA-sequencing analysis reveals widespread changes in the gene expression profiles of OB astrocytes. In particular, we observe reduced GLT-1 expression and consequential alterations in glutamate transport. Our findings reveal that astrocytes are required for physiological sensory processing and we identify astrocytic *Sox9* as an essential transcriptional regulator of mature astrocyte function in the mouse OB.

## Abstract (web summary)

Astrocytes can regulate neuronal activity. Here, the authors show that astrocyte-specific deletion of Sox9 results in impaired neuronal sensory processing in the mouse adult olfactory bulb.

## Introduction

Astrocytes execute an array of roles that are essential for normal brain function^1^. Classically, astrocytes have been considered primarily a support cell, by providing metabolic balance to neurons^2^, potassium buffering^3–6^, neurovascular coupling^7,8^, glutamate recycling^9,10^, and regulating extracellular osmotic space^11^. More recently astrocytes have been recognized as active participants in synaptic neurotransmission^12,13^. Synaptic complexes that comprise astrocytic perisynaptic processes, neuronal presynaptic boutons, and postsynaptic dendritic spines form “tripartite” synapses, in which all three elements collectively operate to regulate synaptic signaling^14–17^. Nevertheless, despite their essential contributions to neuronal circuitry, specialized roles for astrocytes in region-specific circuits have only recently been appreciated, and is an emerging feature of astrocyte biology that remains relatively nascent^18–20^.

The rodent olfactory system exhibits well-defined anatomy, with astrocytes abundantly localizing at synapse-rich areas of the olfactory bulb (OB) where sensory processing initially occurs. As such, the mouse OB is a good model for investigating astrocyte-neuron interactions. During olfaction, volatile odorant molecules bind to receptors on olfactory sensory neurons (OSNs) that project to distinct glomeruli in the OB^21^, each of which are innervated by OSNs that express common olfactory receptors^22–26^. Within glomeruli, OSNs synapse with subsets of sister mitral and tufted cells (M/Ts), where OSN stimulation results in the activation of spatially-defined populations of M/T(s) that can be visualized as discrete odor response sensory maps^27–29^. This representation of external stimuli has typically been studied with attention towards the neuronal constituents of olfactory circuitry^30–32^. Interestingly, OSN activity at OB glomeruli additionally leads to activity of glomerular astrocytes and subsequent functional hyperemia^8^. Despite this known input-output relationship of glomerular astrocytes to OSN activity, the molecular and transcriptional mechanisms that underlie astrocytic contributions to olfactory circuits remain elusive.

Here we sought to investigate roles for mature astrocytes in the adult mouse olfactory system. Single-cell sequencing revealed that the transcription factor *Sox9* is selectively expressed in astrocyte populations in the OB. While *Sox9* is an established regulator of glial development^33,34^, its role in mature astrocytes remains undefined. Therefore we examined the role of *Sox9* in adult OB astrocytes, finding that its deletion drastically altered astrocycte morphology and calcium handling activity. These in vivo manipulations of astrocytes affected olfactory behaviors in mice, influencing both odor detection thresholds and odor discrimination. These observed alterations were accompanied by changes to neuronal sensory response maps, electrophysiological properties of M/T cells, and increased OSN innervation. Finally, the gene expression profiles of *Sox9*-deficient astrocytes were directly affected, highlighted by a reduction in GLT-1 and reduced glutamate transporter currents. Knockdown of GLT-1 in the OB via shRNAi generated phenotypes similar to those observed in *Sox9* KO animals, including altered astrocycte morphology and decreased odor discrimination. Together, these studies illustrate the critical contributions of astrocytes to olfactory information processing, and further define a role for *Sox9* in adult astrocytes of the OB.

## Results

Previously, our lab performed single-cell sequencing (Drop-seq) to determine the transcriptional profiles of different populations of cells within the adult mouse olfactory bulb^35^. To screen for prospective regulators of adult astrocyte functions, we performed unbiased clustering based on unsupervised principal-component analysis and visualization using t-distributed stochastic neighbor embedding (t-SNE) and identified 4 distinct astrocyte clusters from a total of 36 populations (Fig. 1a, S1a). We examined the first 500 highly enriched genes that showed robust expression profiles, and subsequently filtered for candidate transcription factors. Setting a threshold for 2-fold increased expression over other cell populations, filtering criteria revealed four TFs: *Id2*, *Id4*, *Sox9*, and *Spry2*. While *Id2* and *Spry2* were expressed in multiple cell type clusters, *Id4* and *Sox9* were only detected in two shared clusters, both within astrocytes and coexpressed with Aldh1L1 (Fig. 1b), a pan-astrocyte marker^36^. Immunohistochemical staining in *Aldh1L1-EGFP* BAC transgenic mice, an established mouse line that labels astrocytes with EGFP^37^, showed that expression of *Sox9* in adult animals colocalized exclusively with EGFP in the OB, indicating that its expression is restricted to astrocytes (Fig. 1c). These observations implicate *Sox9* as a key transcriptional regulator of mature astrocyte function, and thus prompted us to focus our studies on roles for *Sox9* in mature astrocytes.

**Fig. 1:**
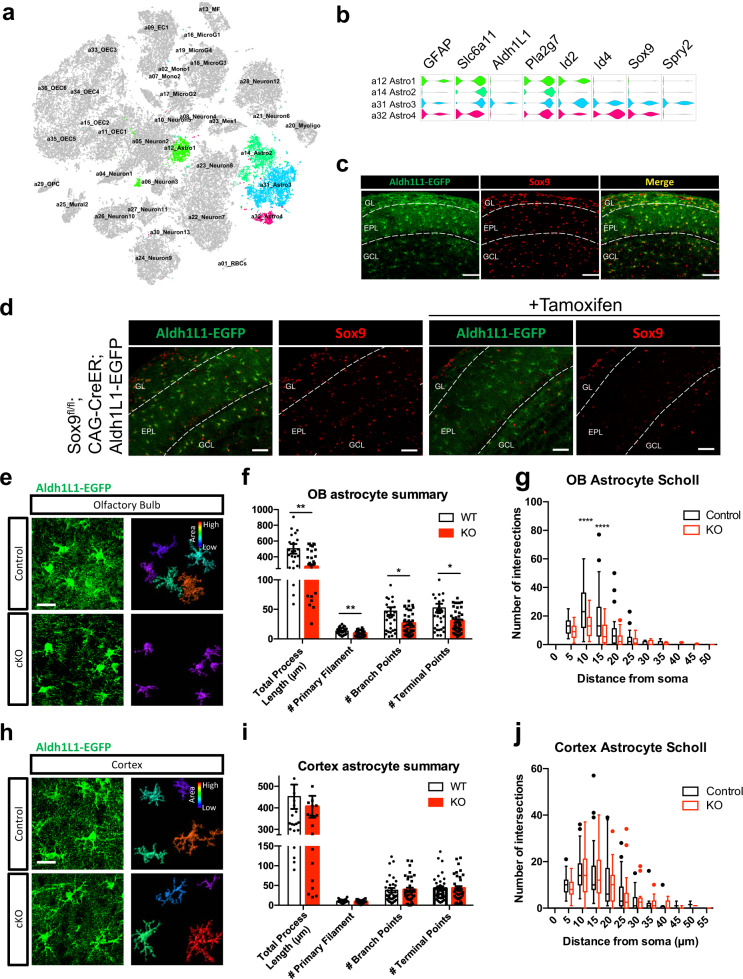
RNA-seq identified Sox9 as an important transcription factor in mature, adult astrocytes. **a** Cellular composition of the OB was visualized using t-distributed stochastic neighbor embedding (t-SNE). Single-cell sequencing allowed unbiased clustering of cell populations in the OB, revealing 36 distinct populations. Astrocyte clusters are highlighted for identification. **b** Of the 36 populations, 4 astrocyte populations were found based on expression of known astrocyte markers (Aldh1L1 and GFAP). Violin plots show common astrocyte markers along with 4 transcription factors found to be highly expressed across astrocyte populations. **c** Representative images from coronal sections from the Aldh1L1-EGFP BAC transgenic mouse line showed that immunohistochemical staining of *Sox9* colocalizes with astrocytes in the OB. *N* = 3 mice. Scale bar, 50 µm. **d** Representative images from coronal sections from the OB showing *Sox9* expression in control animals (left) and tamoxifen-induced KO of *Sox9* (right). *N* = 3 mice. Scale bar, 50 µm. **e**–**g** High-resolution imaging and surface rendering of astrocytes in OB shows a decrease in morphological branching in *Sox9* KO vs controls. *n* = 33 cells (control) and *n* = 40 cells (*Sox9* KO) from *N* = 3 mice, respectively. Adjusted *p* = 0.0021, 0.0046, 0.0219, and 0.0230 for total process length, # primary filament, # branch points, and # terminal points, respectively; 2-way ANOVA with Sidak’s multiple comparison correction. Data are presented as box plots displaying interquartile range and medians displaying interquartile range and median with Tukey whiskers. Scale bar, 20 µm. **h**–**j** High-resolution imaging and surface rendering of astrocytes in cortex shows no significant change in morphological branching in *Sox9* KO vs controls. *n* = 39 cells (control) and *n* = 35 cells (*Sox9* KO) from *N* = 3 mice, respectively. 2-way ANOVA with Sidak’s multiple comparison correction. Control in E-J is *Sox9*^fl/fl^; Aldh1L1-EGFP. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Scale bar, 20 µm.

Given the important role of *Sox9* during glial development and astrocyte precursors^34^, we sought to determine whether it played a separate and/or additional roles in adult OB astrocytes. Towards this, we generated mice that harbored a conditional floxed *Sox9* allele and a tamoxifen-inducible Cre driven by the CAG promoter (CAG-CreER). Due to the restricted expression of *Sox9* in astrocytes of adult brain tissue^38^, this mouse line enabled selective deletion of *Sox9* in adult astrocytes. For conditional mutagenesis, adult mice were treated with tamoxifen twice daily (150 mg/kg each) for a total of 10 days to induce genetic recombination of LoxP sites flanking *Sox9* exons 2-3^39^. Analysis of the OB 6 weeks after tamoxifen treatment confirmed efficient deletion of *Sox9* in OB astrocytes, as well as degradation and loss of existing Sox9 protein (Fig. 1d, S2a). Notably, *Sox9* deletion did not result in a reduction in the overall number of astrocytes (Fig. S2b). Given that astrocyte morphology is linked to their functions related to synaptic modulation, we sought to assess their morphological features after *Sox9* deletion. To visualize astrocyte morphology, we crossed *Sox9* conditional KO mice with Aldh1L1-EGFP BAC transgenic mice, creating a three-allele conditional reporter model (*Sox9* cKO: *Sox9*^*fl/fl*^*; CAG-CreER; Aldh1L1-EGFP* and control*: Sox9*^*fl/fl*^*; Aldh1L1-EGFP*). Upon tamoxifen-induced KO of *Sox9*, we performed multi-plane confocal imaging for surface rendering and reconstruction of OB astrocyte morphology (Fig. 1e) and observed a reduction in the number of primary filaments (13.121 ± 0.976 in WT vs 9.1 ± 0.724 in KO), branch points (47.000 ± 6.585 in WT vs 26.200 ± 2.911 in KO), terminal points (52.242 ± 7.073 in WT vs 30.275 ± 3.080 in KO), and total process length (500.791 ± 61.890 µm in WT vs 273.148 ± 27.171 µm in KO) (Fig. 1f). Moreover, Sholl analysis revealed a decrease in morphological complexity (Fig. 1g). In contrast, astrocyte morphology in the cortex was largely unaffected (number of primary filaments: 9.879 ± 0.616 in WT vs 8.486 ± 0.668 in KO, branch points: 37.949 ± 5.579 in WT vs 39.057 ± 5.431 in KO, terminal points: 42.385 ± 5.903 in WT vs 42.771 ± 5.589 in KO, and total process length: 451.685 ± 56.622 µm in WT vs 405.389 ± 50.626 µm in KO) (Fig. 1h–j). The differences we detected with *Sox9* KO between astrocyte morphologies in the OB versus the cortex suggest region-specific transcriptional dependencies on *Sox9*. These data indicate that *Sox9* is essential in the homeostatic maintenance of astrocyte morphology in the adult OB.

We sought to further examine *Sox9* function in astrocytes from the OB. Astrocyte calcium activity is considered a key component that mediates their interactions with neurons^40–42^. To evaluate the calcium dynamics in OB astrocytes, we co-injected a viral mixture of an AAV with the astrocyte-specific GFAP promoter driving Cre expression (AAV-GFAP-iCre-P2A-TurboRFP) and a conditional AAV-GFAP-flex-GCaMP6m into the OB of *Sox9*^fl/fl^ mice to drive genetic deletion of *Sox9* as well as targeted expression of GCaMP6m (Fig. 2a). Similar injections into C57BL/6 J mice (WT) served as controls. Injection in the OB resulted in high efficiency KO of *Sox9* (39.14 ± 5.381% Sox9+; Aldh1L1-EGFP+ astrocytes in *Sox9*^fl/fl^; Aldh1L1-EGFP animals vs 86.51 ± 4.67% in Aldh1L1-EGFP controls) (Fig. S2c–e) as well as comparable changes in morphology seen through tamoxifen-induced KO (Fig. S3a–d). We harvested OB slices 4 weeks after injections and imaged calcium transients via two-photon microscopy (Fig. 2b (left), E) in both controls and *Sox9*^*fl/fl*^ mice (*n* = 3 and 4 mice of each genotype respectively). To analyze calcium events for all cells within the fields of view, we used the previously reported GECIquant software^43^ to generate semi-automated detection of regions of interest (ROIs) (Fig. 2b, right). While astrocyte somas showed no changes in calcium events, we found that *Sox9*-deleted astrocytes displayed a significant decrease in frequency of calcium events normalized specifically across the regions of microdomains (1.056 ± 0.128 events per minute in KO vs 0.730 ± 0.092 events per minute in control), and no significant change in event amplitude (Fig. 2c–e). The reduction in astrocyte microdomain calcium events are congruent with the observed changes in astrocyte morphology. Together, the defects in gross morphology and changes in astrocyte microdomain calcium activity validated functional aberrations in the cellular properties of *Sox9* KO astrocytes.

**Fig. 2:**
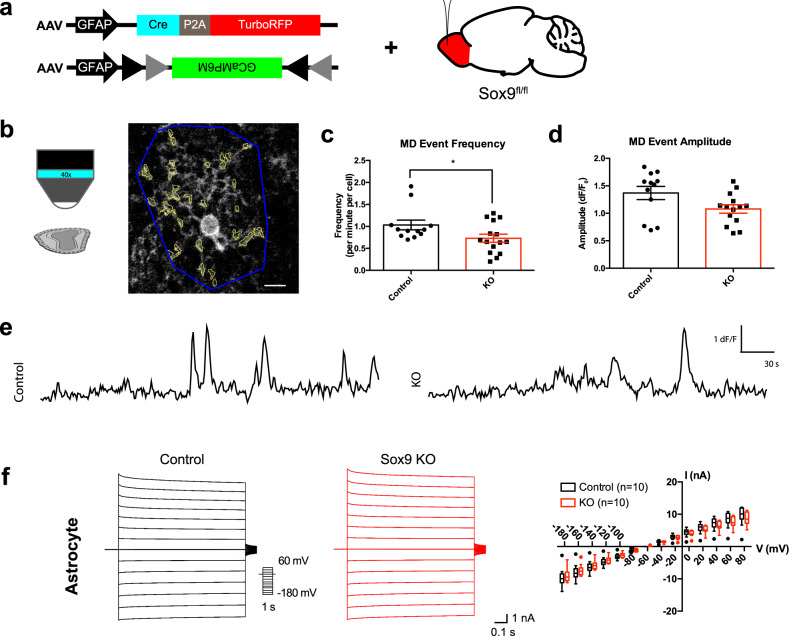
Sox9 deletion disrupted cell intrinsic properties in astrocytes. **a** Schematic of virally-induced *Sox9* KO approach and targeted expression of GCaMP in astrocytes with *Sox9* deleted. **b** Schematic of two-photon imaging of GCaMP6m from an ex vivo slice from *Sox9*^fl/fl^ animals injected with a GFAP-driven Cre virus. Images were captured at ~1 Hz over 5 min. Approximate astrocyte territory (outlined in blue) defined the range for a single astrocyte and contained multiple astrocyte microdomains (outlined in yellow). Scale bar, 10 µm. **c**, **d** Quantification of calcium events in microdomains (MDs) of astrocyte processes. Astrocytes with *Sox9* KO have a lower frequency of calcium events in microdomains but no change in amplitude. *p = 0.0435 Unpaired two-sided t-test. *n* = 12 cells from *N* = 3 control mice and *n* = 15 cells from *N* = 4 *Sox9* KO mice. Data are presented as mean values ± SEM. **e** Example traces of GCaMP6m signal in microdomains of astrocytes in control and *Sox9* KO astrocytes. **f** Whole-cell patch clamp electrophysiology of astrocytes show no changes in the I-V curve of astrocytes with stepped current injections in *Sox9* KO vs controls. *n* = 10 cells (control) and *n* = 10 cells (*Sox9* KO) from *N* = 3 mice, respectively. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Controls are C57BL/6 J injected with AAV-GFAP-iCre-P2a-TurboRFP + AAV-GFAP-flex-GCaMP6m.

To measure whether *Sox9* KO affected biophysical properties in astrocytes, we next performed electrophysiological whole-cell patch clamp recordings. For this we injected *Sox9*^fl/fl^ animals or C57BL/6 J controls with AAV-GFAP-iCre-P2a-TurboRFP and, allowing 4 weeks for viral expression, recombination, and degradation of *Sox9* protein. Stepped current injections revealed no differences in the current-voltage relationship between *Sox9* KO and control cells, displaying characteristic linear IV curve with similar slopes (Fig. 2f), suggesting that deletion of *Sox9* in astrocytes did not affect their general membrane properties.

Calcium activity in astrocytes is considered an indirect measure of astrocyte-neuron interactions, that can ultimately influence neuronal activity^44,45^. Therefore, the observed defects in calcium activity in astrocytes lacking Sox9 raised the question of whether astrocyte-neuron signaling is altered by deletion of *Sox9* in OB astrocytes. To address this, we first assayed animals for potential alterations in olfactory related behaviors by injecting AAV-GFAP-iCre-P2a-TurboRFP into *Sox9*^*fl/fl*^ mice to selectively knock-out *Sox9* in OB astrocytes, or into C57BL/6 J mice as controls. Four weeks after injection, allowing ample time for viral expression, recombination, and degradation of Sox9 protein, we performed odor detection and olfactory habituation/dishabituation assays using a 3-compartment place preference assay (3PP). Mice were habituated to a 3-compartment chamber where the outer compartments contained mineral oil and the middle compartment served as a neutral barrier. After habituation, we swapped mineral oil with a novel odorant ((R)-Limonene) in one compartment in a four-step ascending concentration series and measured the time that mice spent in that compartment investigating the odor versus mineral oil. Control mice investigated both mineral oil and (R)-Limonene compartments equally until odor concentrations of 10^−3^ (v/v) of (R)-Limonene, in which control mice then spent more time in the compartment with the odor (Zone preference index = 0.198 ± 0.096)(Fig. 3a, b), suggesting novel odor detection. Somewhat surprisingly, *Sox9* KO mice spent more time investigating odorants at concentrations at dilutions to 10^−5^ (v/v) (Zone preference index = 0.279 ± 0.122). Similar detection results were obtained when (+)-Carvone was tested (Fig. S4a) with *Sox9* KO mice trending towards increased odor sensitivity compared to controls. With isoamyl acetate, a non-preferred odor, mice spent more time investigating the compartment with mineral oil upon odor detection but showed no significant changes in odor sensitivity at the concentrations tested in *Sox9* KO mice as compared to controls (Fig. S4b). Together, these data suggest that mice with *Sox9* deleted from olfactory bulb astrocytes exhibit decreased olfactory detection thresholds and thus increased odor sensitivity.

**Fig. 3:**
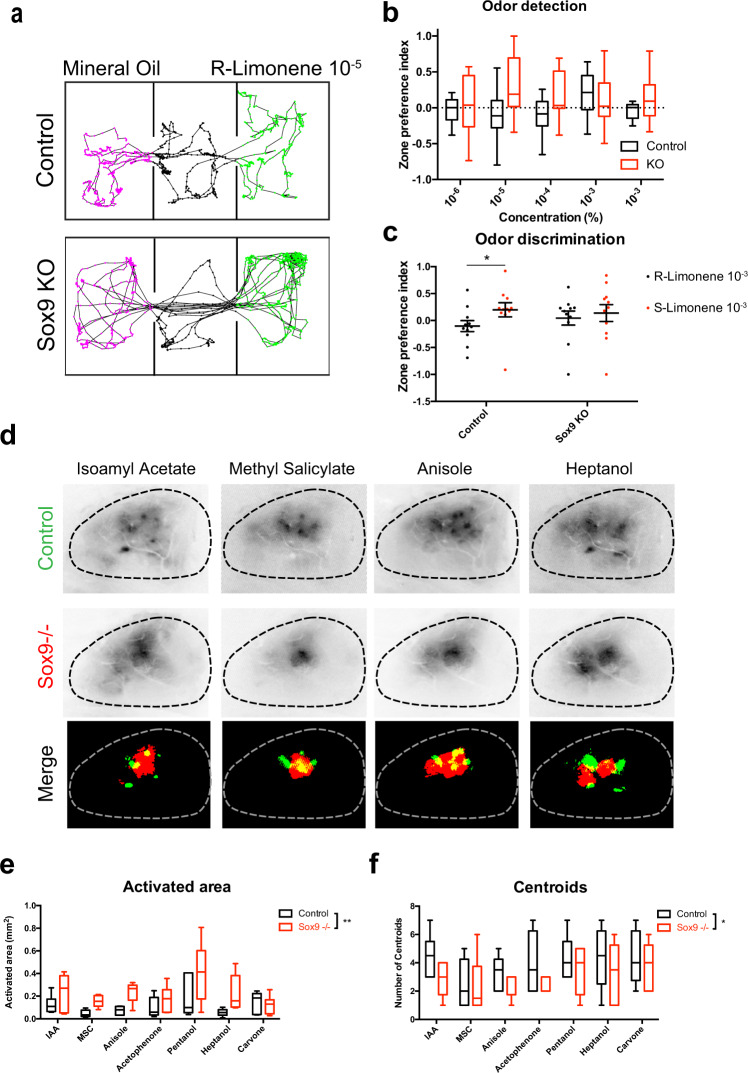
Deletion of the astrocyte specific marker Sox9 dysregulated olfactory behaviors and sensory maps. **a** Schematics of live mouse tracking during three compartment place preference assay. Top represents a control mouse investigating the both chambers equally with the odor present at 10^−5^. Bottom represents a *Sox9* KO mouse preferentially investigating the odor chamber at 10^−5^. **b** Quantification of (**a**). *n* = 11 (*Sox9* KO) and *n* = 11 (Control). Two-way RM ANOVA with Bonferroni’s multiple comparison test (main effect of group, F(1,20) = 1.913, *p* = 0.1819; group X concentration interaction, F(3,60) = 3.385, *p* = 0.0238). Data are presented as box plots displaying interquartile range and median with Tukey whiskers. **c** Whisker plot quantifying three chamber place preference during odor discrimination. *n* = 11 (*Sox9* KO) and *n* = 11 (Control). Two-way RM ANOVA with Bonferroni’s multiple comparison test (main effect of odor, F(1,20) = 5.895, *p* = 0.0247; group X odor interaction, F(1,20) = 1.660, *p* = 0.2123). Data are shown as mean ± s.e.m. **d** Representative images of neuronal olfactory sensory maps from 4 different odorants of control animals vs astrocyte *Sox9* KO animals. Merged image shows changes in olfactory sensory maps after binary thresholding. **e**, **f** Quantification of change in activated area (main effect of group, F(1,67) = 9.056, *p* = 0.0037) and number of centroids (main effect of group, F(1,70) = 6.235, *p* = 0.0149) in *Sox9* KO animals vs controls. *n* = 6 mice per group. Two-way ANOVA with Sidak’s multiple comparison correction. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Control in A-C is C57BL/6 J injected with AAV-GFAP-iCre-P2a-TurboRFP; control in **d**–**f** is Thy1-GCaMP3 injected with AAV-GFAP-iCre-P2a-TurboRFP.

Next, to assay for detection of differences in olfactory discrimination^46^, we used a related paradigm to examine fine odor discrimination by introducing the novel, but structurally similar odorant (S)-Limonene. Upon habituating mice to (R)-Limonene (10^−3^), we then introduced (S)-Limonene (10^−3^). In the presence of (S)-Limonene, control mice spent significantly more time in the compartment investigating the novel odor (Zone preference index = −0.104 ± 0.102 for (R)-Limonene vs 0.199 ± 0.131 for (S)-Limonene), whereas *Sox9* KO mice showed no significant differences in compartment preference (Zone preference index = 0.045 ± 0.130 for (R)-Limonene vs 0.138 ± 0.157 for (S)-Limonene) (Fig. 3c). Together, these data suggest that *Sox9* KO mice have more sensitive odor detection thresholds, but are deficient in their ability to discriminate between chemically similar but perceivably different odors. These observations indicate that Sox9 plays a critical role in astrocyte regulation of circuit-level sensory processing and the behavioral outcomes associated with olfactory circuit function.

The observed aberrant olfactory behavioral phenotypes next led us to investigate whether olfactory bulb neurons and their circuits are impacted non-cell-autonomously by *Sox9* KO in OB astrocytes. We first examined whether *Sox9* deletion in OB astrocytes altered olfactory sensory response maps. Towards this, we generated *Sox9*^*fl/fl*^*;* Thy1-GCaMP3 mice, that expressed the genetically-encoded calcium indicator GCaMP3 in M/T cells, and used the viral-based approaches described above to selectively knock-out (KO) *Sox9* in OB astrocytes while monitoring odor-evoked calcium responses in M/T cells. After injecting AAV-GFAP-iCre-P2a-TurboRFP into *Sox9*^fl/fl^; Thy1-GCaMP3 mice to selectively KO *Sox9* in OB astrocytes or Thy1-GCaMP3 mice^47^ as controls, we imaged the dorsal surface of the olfactory bulb for potential changes in sensory response map properties to a panel of different odorants (Fig. 3d). Notably, we found aberrant changes to the area of activation of the imaged neuronal odor sensory maps in the *Sox9*-KO OB compared to controls (Fig. 3e, f). By implementing automated maximum entropy thresholding approaches, we observed that the area activated by odorants significantly increased (Fig. 3e), along with a decrease in the number of centroids (Fig. 3f) in experimental animals compared to controls, suggesting altered activated domains and OB sensory maps. Given the changes in sensory response maps of M/T cells in *Sox9* KO mice, we sought to determine if glomerular olfactory maps were altered by loss of *Sox9*. To observe glomerular olfactory maps, we examined OSN inputs by staining for olfactory marker protein (OMP), a key marker of mature OSNs important in regulating formation and refinement of glomeruli^48^. In coronal sections of the OB, we observed an increase in the OMP density per glomerulus (37,821 ± 3,155 µm^3^/glomerulus in control mice vs 59,621 ± 4,384 µm^3^/glomerulus in *Sox9* KO mice), as well as increased glomerular size (37,821 ± 3,155 µm^3^ in control mice vs 59,621 ± 4,384 µm^3^ in *Sox9* KO mice) in *Sox9* KO mice (Fig. S4c–h), suggesting increased OSN innervation into glomeruli after *Sox9* deletion in OB astrocytes. Together, these data implicate Sox9 as an important molecular player in astrocytes in regulating neuronal sensory maps in the OB and support the notion that neuron-astrocyte coordination is disrupted in the absence of Sox9.

The previous data illustrate both altered astrocyte function and astrocyte-neuron communication, which led us to evaluate whether electrophysiological properties of neurons were also affected when *Sox9* was deleted from astrocytes. Towards this, we injected AAV-GFAP-iCre-P2a-TurboRFP into the OB of *Sox9*^fl/fl^ mice to selectively knock out *Sox9* in OB astrocytes, or into C57BL/6 J mice as controls. We performed whole-cell recordings from M/T cells since these cells directly receive odor information from olfactory sensory neurons and serve as the primary neuronal output from the OB to higher order brain regions involved in odor processing. To determine if other active response properties were affected, we applied stepped current injections at 20 pA increments. In animals with *Sox9* deletion, M/T cells showed a significant decrease in the number of evoked action potentials during both short (50 ms, Fig. 4a, b) and long (500 ms, Fig. 4c, d) pulses compared to controls. These data reveal that M/T cell function is altered in the presence of *Sox9*-KO astrocytes, indicating that the alterations in astrocyte properties driven by *Sox9* have direct effects on neuronal substrates within the OB. Given that M/T cell physiological properties were affected, and that astrocytes contribute to synaptic function, we next examined if synaptic properties were affected. Notably, while performing targeted whole cell recordings in M/T cells we found that mEPSC and mIPSC frequencies were reduced (mEPSC: 0.1111 ± 0.0281 Hz in controls vs 0.0277 ± 0.0055 Hz in *Sox9* KO; mIPSC: 1.252 ± 0.1425 Hz in controls vs 0.7190 ± 0.1811 Hz in *Sox9* KO) with no observable changes in amplitudes (Fig. 4e–j), indicating fewer synaptic connections following *Sox9* KO.

**Fig. 4:**
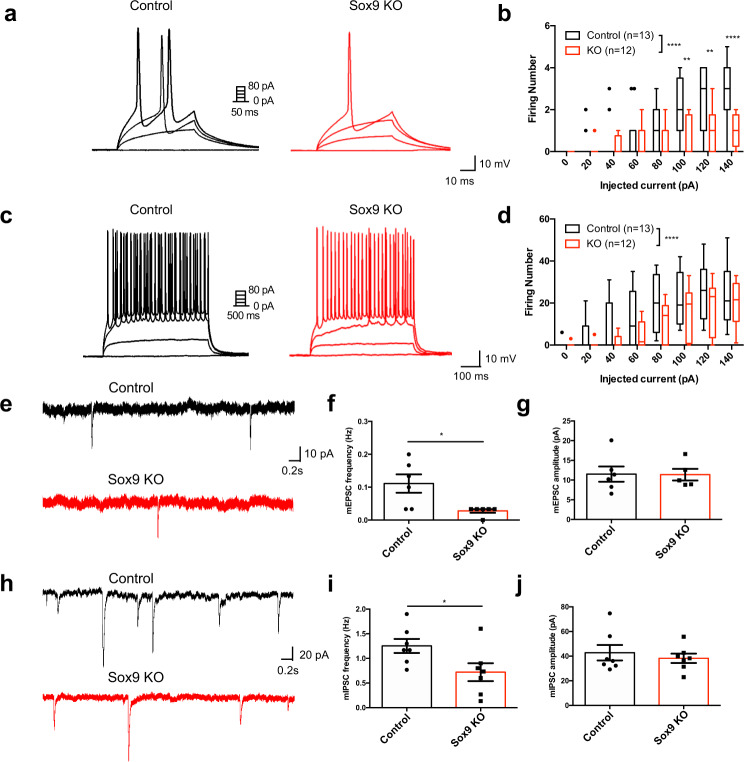
Electrophysiological recordings showed a reduction in evoked APs in M/T as well as altered synaptic properties. (**a**–**d**) Whole-cell patch clamp electrophysiology of M/T cells revealed a reduction in firing number from stepped current injections with *Sox9* KO in astrocytes vs control astrocytes. *n* = 13 cells (control) and *n* = 12 cells (*Sox9* KO) from *N* = 3 mice, respectively. **p = 0.0023 and 0.0014 for 100 and 120 pA current injections, respectively; ****p < 0.0001; Two-way ANOVA with Sidak’s multiple comparison correction. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. **e** Example traces of mEPSC recordings in M/T cells with control astrocytes (top) and *Sox9* KO astrocytes (bottom). **f** M/T cells with *Sox9* KO astrocytes show a significant decrease in mEPSC frequency compared to control astrocytes. *n* = 8 cells (control) and *n* = 7 cells (*Sox9* KO) from *N* = 3 mice, respectively. *p = 0.0156. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. **g** M/T cells show no changes in mEPSC amplitude with *Sox9* KO in astrocytes. *n* = 8 cells (control) and *n* = 7 cells (*Sox9* KO) from *N* = 3 mice, respectively. Two-tailed Student’s t-test. **h** Example traces of mIPSC recordings in M/T cells with control astrocytes (top) and *Sox9* KO astrocytes (bottom). Data are presented as mean values ± SEM. **i** M/T cells with *Sox9* KO astrocytes show a significant decrease in mIPSC frequency compared to control astrocytes. *n* = 7 cells (control) and *n* = 7 cells (*Sox9* KO) from *N* = 3 mice, respectively. *p = 0.0392. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. **j** M/T cells show no changes in mIPSC amplitude with *Sox9* KO in astrocytes. *n* = 7 cells (control) and *n* = 7 cells (*Sox9* KO) from *N* = 3 mice, respectively. Two-tailed Student’s t-test. Control is C57BL/6 J injected with AAV-GFAP-iCre-P2a-TurboRFP. Data are presented as mean values ± SEM.

Detecting altered synaptic properties in M/T cells associated with Sox9-deficient astrocytes, we next queried the specificity of this effect by examining whether other neuronal subtypes in the OB were affected. Granule cells are the most prevalent interneuron cell-type in the OB, and are known to make dendrodendritic connections with M/T cells^49,50^. We observed no significant changes in the electrophysiological properties of granule cells (Fig. S5a, b), indicating that *Sox9* deletion affected neuron-astrocyte interactions in a cell-type specific manner within the OB, with pronounced effects manifesting in M/T cells.

The observed changes in astrocyte morphology and calcium activity (Figs. 1 and 2), coupled with Sox9’s role as a potent transcription factor, suggest that Sox9-deficient astrocytes exhibit widespread changes in gene expression. To assay for such changes in gene expression, and assess the impact on astrocyte-neuron interactions, we next performed whole-transcriptome RNA-seq expression analysis on fluorescence-activated cell sorting (FACS)-isolated *Sox9* KO astrocytes from the OB^51^. 

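The RNA-seq comparison used 6 libraries, 3 from control mice and 3 from Sox9 KO mice. All 6 mice had been injected in the olfactory bulb with AAV-GFAP-iCre-P2a-TurboRFP, an adeno-associated virus that uses the GFAP promoter, active in astrocytes, to express the recombinase Cre together with the red fluorescent protein TurboRFP. Cre removes the floxed part of Sox9 from Sox9fl/fl mice and finds no floxed allele in the controls, which the paper names C57BL/6J in its results and Sox9+/+ in its methods. TurboRFP-positive cells were sorted 4 weeks after the injection and their total RNA was made into libraries. The authors mapped the reads to the mouse genome mm10 with STAR, counted them per gene with GenomicAlignments and normalized them with DESeq2. The gene annotation and the strandedness of the counting are not given in the sources used here. The deposited values carry the name RPM, for reads scaled to a common total, but they summed to between 28753635 and 37997901 per library. In each library, 100% of the values were whole multiples of 1 step, within 0.01 read, and the inverse of that step was the median-of-ratios size factor computed from the resulting whole reads. The values are thus read counts divided by 1 size factor per library, and they are called normalized counts here. The size factors were 0.684, 1.45 and 0.634 in control replicates 1, 2 and 3, and 1.01, 2.53 and 0.658 in KO replicates 1, 2 and 3.

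The reads on genes came to 20780924, 44686863 and 18242129 in control replicates 1, 2 and 3, and to 38275865, 86906527 and 22469211 in KO replicates 1, 2 and 3. The paper states 1 approximate number of sequenced reads for all samples, and the values here rest on the reads counted on genes. A single read was worth between 0.395 normalized counts, in KO replicate 2, and 1.58, in control replicate 3. The ribosomal RNA precursor Rn45s took between 14.2% and 22.4% of the reads on genes, 22.4%, 21.9% and 18.3% in the controls and 19.2%, 14.9% and 14.2% in the KO libraries. Each library comes from 1 mouse and counted as a separate sample. Of 24421 listed genes, the 18413 with a mean of at least 1 normalized count over the 6 libraries were tested with limma on log2(normalized count + 1), with a trend of variance on mean expression, no block for the replicate number and two-sided p-values. Adjusted p-values are Benjamini-Hochberg values over all genes tested unless stated otherwise. Fold changes on this scale understate the change of genes with low counts, and 2852 of the tested genes had a mean under 10 normalized counts.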

AAV-GFAP-iCre-P2a-TurboRFP was injected into *Sox9*^fl/fl^ mice or C57BL/6 J control mice. After 4 weeks to allow for deletion of *Sox9* DNA and degradation of *Sox9* mRNA and protein, astrocytes were FACS-isolated using TurboRFP as a marker for astrocytes. 

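Sox9 lies on chromosome 11 of mm10, from 112782210 to 112787757 on the plus strand in the RefSeq annotation. The GENCODE transcript Sox9-201 has 3 exons of 792, 254 and 3089 bp. Its coding sequence begins in exon 1 at position 112782585 and ends in exon 3 at position 112785507, so that exon 1 also holds the 5′ UTR and exon 3 the 3′ UTR. The paper states, for its floxed Sox9 allele, that the LoxP sites flank exons 2 and 3, and the deposited files hold 1 value per gene, without exons, so that reads of exon 1 cannot be separated from the others. Sox9 was counted with 3548, 9535 and 3122 reads in control replicates 1, 2 and 3 and with 53, 163 and 38 reads in KO replicates 1, 2 and 3. These reads correspond to 5185, 6562 and 4921 normalized counts in the controls and to 52.6, 64.3 and 57.7 in the KO libraries. The mean was 5556 ± 881 normalized counts in control (SD, n = 3) and 58.2 ± 5.88 in KO (SD, n = 3), and the ratio of control to KO was 95.4. The log2 fold change of KO over control was −6.55 (standard error 0.15, adjusted p = 2.5e-09 from limma with Benjamini-Hochberg adjustment), far beyond the spread between replicates. With each library left out in turn, the log2 fold change of Sox9 stayed between −6.63 and −6.42. Scaling each library to the same total without Rn45s moved it most, to −6.87.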

RNA-seq expression analysis revealed pronounced dysregulation of gene expression; using *p* < 0.05 and a threshold of 1.5-fold change in expression, our analysis identified over 2,500 differentially expressed genes (407 upregulated in KO and 2,057 downregulated in KO) (Fig. 5a). 

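At an unadjusted p of 0.05 and 1.5-fold, limma called 9757 of the 18413 genes tested, or 53.0%, different between Sox9 KO and control. Of these, 4228 were higher and 5529 were lower in KO, so that 56.7% of the called genes were lower. At an adjusted p of 0.05 and the same fold change, 4090 genes were higher and 5299 were lower in KO. On the recovered whole reads, edgeR's quasi-likelihood test called 9771 genes at the unadjusted threshold, 4480 higher and 5291 lower, and DESeq2 called 9344, 4067 higher and 5277 lower. The balance between the directions depended on the scaling of the libraries. After quantile normalization 5569 genes were higher and 4292 lower, so that 43.5% of the called genes were lower. With each library scaled to the same total, there were 3050 genes higher in KO at p 0.05 and 1.5-fold and 6440 lower (67.9% lower), and with that total taken without Rn45s, 2718 were higher and 6842 lower (71.6% lower). The median log2 fold change of all tested genes was −0.07 on the deposited values. Quantile normalization shifted it by 0.27, total scaling by −0.23 and total scaling without Rn45s by −0.31, and the changes of single genes are relative to these shifts. In 12368 of the tested genes, or 67.2%, the values of the 3 KO libraries did not overlap those of the 3 controls, where chance gives 10%. The KO libraries were all lower in 6396 of these genes and all higher in 5972. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.10. Marker genes of microglia and macrophages were among the genes higher in every KO library. From the number of genes past these thresholds, the paper concludes that gene expression was dysregulated in Sox9 KO astrocytes, and it carries the list of these genes into its gene ontology analysis.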

From the list of significantly upregulated or downregulated genes, further analysis of the expression profile of *Sox9* deleted astrocytes with gene ontology (GO) revealed a significant reduction in expression in genes related to channel activity, ion balance, calcium signaling, and importantly, the response to neuronal circuit activity (Fig. 5b; Fig. S6c). This analysis revealed that *Sox9*-deleted astrocytes significantly downregulated genes associated with physiological processes essential for neuronal function, astrocyte cellular structure, and astrocyte morphology. 

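The gene lists of the GO terms in Fig. 5b and Fig. S6c were not used here, and families built from gene symbols alone stood in for them. The potassium channel family held all tested genes with a Kcn symbol and a number, and it includes potassium channel-interacting proteins such as Kcnip3. Of these 87 genes, 70 were lower and 17 were higher in Sox9 KO, with a median log2 fold change of −2.24. At an adjusted p of 0.05 and 1.5-fold, 59 were lower and 8 were higher, and the counts adjusted over the list alone were also 59 and 8. The family differed from the other tested genes in limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 3.0e-07 over 6 families, downward). The 3 members with the highest mean were Kcnj10, Kcnip3 and Kcna2. Kcnj10 had 59858 ± 7101 normalized counts in control and 9555 ± 652 in KO (SD, n = 3 each), a log2 fold change of −2.64 (standard error 0.11, adjusted p = 3.1e-08 from limma). Kcnip3 fell by 4.38 on the log2 scale (standard error 0.12, adjusted p = 4.4e-09 from limma) and Kcna2 by 3.19 (standard error 0.16, adjusted p = 7.3e-08 from limma).

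Voltage-gated cation channel genes, a family of 61 that shares its potassium channels with the first, had 52 genes lower and 9 higher. Their median was also −2.24, 47 passed the thresholds downward and 3 upward on both adjustments, and the camera adjusted p was 1.4e-07. Among its members with the highest mean, Kcnd3 fell by 3.71 (standard error 0.13, adjusted p = 1.3e-08 from limma), while Cacna1d was slightly higher in KO, with 2185 ± 156 normalized counts in control and 2743 ± 27.3 in KO (SD, n = 3 each, log2 fold change 0.33). Of 25 glutamate receptor genes, 24 were lower in KO and all 24 passed the thresholds on both adjustments, with a median log2 fold change of −2.83 and a camera adjusted p of 1.8e-09. Gria2, the member with the highest mean, had 18630 ± 3281 normalized counts in control and 1074 ± 29.2 in KO (SD, n = 3 each), and Gria1 and Grin3a fell by 2.68 and by 2.05 on the log2 scale. Calcium-binding protein genes, here the cadherins, protocadherins, synaptotagmins, S100 proteins, annexins, calbindins and calmodulins, numbered 137. Of these, 119 were lower and 18 were higher in KO, with a median log2 fold change of −2.09, or −2.08 with genes at 0 in every library of a group held at their bound, and a camera adjusted p of 8.7e-10. Past the thresholds, 97 were lower and 12 higher, and adjusted over the list alone 98 were lower and 12 higher. Among the members with the highest mean, Syt11 was lower in KO and Calm2 rose by 0.78 (standard error 0.13, adjusted p = 0.00046 from limma).

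Of the alternatives tried, quantile normalization moved all 4 medians most, to −1.50 for potassium channels, −1.61 for voltage-gated channels, −2.45 for glutamate receptors and −1.34 for calcium-binding proteins. The camera calls of these 4 families held under the rotation test fry, with adjusted p-values up to 0.00034, and did not hold when camera estimated the inter-gene correlation from the 6 libraries (adjusted p = 0.167 in each, from limma). Neuron marker genes were also lower in the same KO libraries. So were all 20 astrocyte markers, whose median log2 fold change of −3.97 lay below the medians of these 4 families. The falls of the families thus cannot be told apart from a loss of astrocyte or neuron transcripts in the sort.

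**Figure D1:**
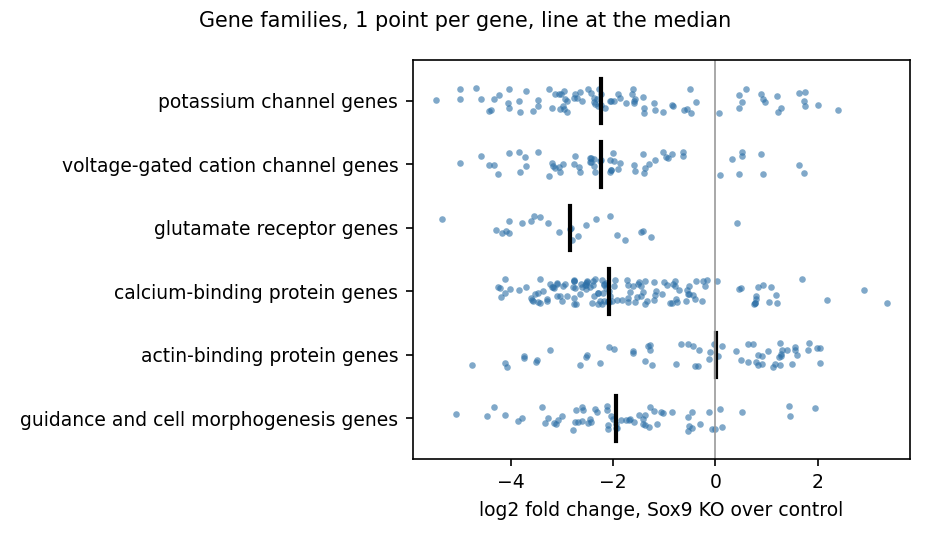
Log2 fold changes of Sox9 KO over control for each gene of 6 gene families, 1 point per gene with the family's median as a black line; the spread of points across a line's height has no meaning. Potassium channel, voltage-gated cation channel, glutamate receptor, calcium-binding and guidance families lie mostly below 0, and the family of actin-binding protein genes lies on both sides, with a median of 0.01 that turns to −0.18 under total scaling and to −0.25 under total scaling without Rn45s. The median of this last family is between 0.06 and 0.22 when each library is left out in turn.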

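For cellular structure and morphology, 2 further families were tested in the same way. Actin-binding protein genes (myosins, tropomyosins, alpha-actinins, filamins, formins, cofilins, profilins, coronins, the Arp2/3 subunits and related genes) went in both directions. Of 62 genes tested, 31 were lower and 31 were higher in Sox9 KO. At an adjusted p of 0.05 and 1.5-fold, 21 were lower and 25 were higher, with the same counts adjusted over the list alone. Their median log2 fold change was 0.01 and their mean −0.36, while camera gave an upward direction that was not significant (adjusted p = 0.451 from limma), so that the mean and the test differ in sign. The median turned negative when libraries were scaled to the same total. It lay between 0.06 and 0.22 when each library was left out in turn. Lcp1, the member with the highest mean, had 9548 ± 543 normalized counts in control and 33396 ± 1033 in KO (SD, n = 3 each), a log2 fold change of 1.81 (standard error 0.09, adjusted p = 6.3e-08 from limma). Cfl1 rose by 0.40 and Myo5a by 1.30 on the log2 scale, each with every KO library above every control. The family of guidance and cell morphogenesis genes (semaphorins, plexins, Eph receptors, ephrins, Robo, Slit, netrin and Unc5 genes) was mostly lower. Of 66 genes, 59 were lower and 7 were higher in KO, with a median log2 fold change of −1.93 and a camera adjusted p of 2.7e-08. Past the same thresholds 48 were lower and 3 higher, and adjusted over the list alone 50 were lower and 3 higher. This call held under fry (adjusted p = 0.00016 from limma) and not with the estimated correlation. Its members with the highest mean did not all follow the median. Plxnb2 had 11925 ± 1122 normalized counts in control and 17209 ± 1554 in KO (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.11, adjusted p = 0.0014 from limma). Sema4d rose by 1.44 and Sema6d fell by 2.74 on the log2 scale. In the same KO libraries all 17 microglia and macrophage markers were higher, with a median log2 fold change of 1.98. All 20 astrocyte markers were lower. The rises and falls in these 2 families, that of Lcp1 included, thus cannot be assigned to changes within astrocytes.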

Importantly, the observed changes in gene expression were congruent with phenotypic analysis of *Sox9*-deficient astrocytes, as they exhibited notable changes in cellular morphology (Fig. 1e–g) and suppression of calcium activity (Fig. 2b–d). Alterations in astrocyte form and function subsequently exert themselves onto neurons manifesting in the OB as M/T cell activity disruption, further suggesting that *Sox9* KO may exhibit defects in neuron-astrocyte coordination and/or communication in the OB. qPCR verification of select target genes encoding astrocyte receptors and channels responsible for neuronal synaptic responses and homeostatic scaling mechanisms confirmed the changes in gene expression revealed by RNA-seq (Fig. S6d).

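The qPCR values were not analysed here, and the RNA-seq values of the 14 genes in Fig. S6d and Supplementary Table 1 other than Sox9, Slc1a2 and Syt11 were as follows. In Sox9 KO 10 genes were lower, with log2 fold changes from −6.84 to −1.01, and 4 were higher, with log2 fold changes from 2.02 to 4.99. In each of the 14 every KO library lay on the same side of every control library, and the highest adjusted p was 4.4e-05 from limma with Benjamini-Hochberg adjustment. The amino acid transporter Slc7a10 fell most, from 1839 ± 204 normalized counts in control to 15.6 ± 5.19 in KO (SD, n = 3 each). The potassium channel Kcnk2 had 641 ± 60.0 and 21.5 ± 13.3, and the potassium channel Kcnn3 had a log2 fold change of −4.03 (standard error 0.14). The adenosine receptors moved apart, with log2 fold changes of −4.48 for Adora2b and −2.97 for Adora1 and of 2.09 for Adora3. Astrocyte markers fell and microglia and macrophage markers rose in the same libraries, with median log2 fold changes of −3.97 and 1.98. Opposite directions among these genes thus cannot be assigned to changes within astrocytes. Syt12 and the transcription factor Nfia had log2 fold changes of −2.18 and −1.01, and Sypl2, with only 2 to 13 reads in a KO library, of −5.27. Atp6v0d2 rose from 28.5 ± 9.82 normalized counts in control to 925 ± 258 in KO (SD, n = 3 each), and P2ry14 and Best1 had log2 fold changes of 3.45 and 2.02.

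The paper normalized its qPCR to ActinB or GAPDH. In the RNA-seq libraries Actb was higher in KO, with 96375 ± 10042 normalized counts in control and 190811 ± 24395 in KO (SD, n = 3 each, log2 fold change 0.98, adjusted p = 0.0002 from limma), but its change turned to −0.05 after quantile normalization. Gapdh was lower in KO, with 20907 ± 1523 and 11959 ± 1706 (log2 fold change −0.81, adjusted p = 0.00013 from limma), and stayed lower under every scaling tried. Taken relative to Actb in each library, all 14 genes kept their direction, and in 14 the groups did not overlap. Relative to Gapdh, all 14 kept their direction and in 13 the groups did not overlap. The exception was Nfia, whose change relative to Gapdh was −0.20.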

**Fig. 5:**
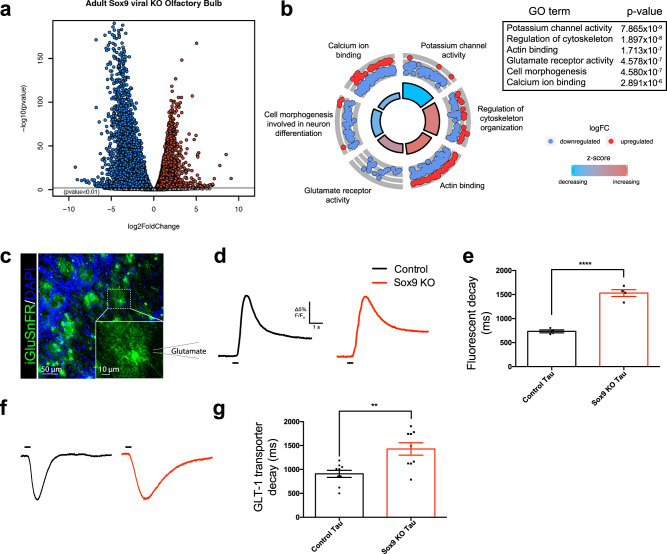
RNAseq revealed a significant change in transcription profile of adult, Sox9-deleted astrocytes. **a** Volcano plot of genes significantly upregulated (red dots) and downregulated (blue dots) in *Sox9*-deleted astrocytes compared to controls. **b** Downregulated genes from *Sox9* deletion revealed GO terms associated with neurotransmitter receptor and ion channel activity, as well as cellular morphology. **c** Representative high resolution image of iGluSnFR expressed in astrocytes in the OB. *N* = 4 mice. Inset: high magnification of a single astrocyte with schematic of glutamate puffer nearby astrocyte. **d** Example trace of iGluSnFR signal from control and *Sox9* KO astrocytes after puffing glutamate [534 mM]. Black line indicates duration of glutamate puff. **e** Quantification of (**d**). *Sox9* KO astrocytes had a significantly increased decay after puffing glutamate. *n* = 37 cells (control) and *n* = 35 cells (*Sox9* KO) from *N* = 4 mice, respectively. ****p < 0.0001. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. **f** Example peak normalized traces from whole cell electrophysiological recordings of glutamate transporter currents in astrocytes. Black line indicates duration of glutamate puff. **g** Quantification of (**f**). *Sox9* KO astrocytes had a significantly increased decay after puffing glutamate. *n* = 9 cells (control) and *n* = 9 cells (*Sox9* KO) cells from *N* = 4 and 3 mice, respectively. **p = 0.0032. Two-tailed Student’s t-test. Controls in A-B and F-G are C57BL/6 J injected with AAV-GFAP-iCre-P2a-TurboRFP; controls in C-E are C57BL/6 J injected with AAV-GFAP-iGluSnFR. Data are presented as mean values ± SEM.

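Across all tested genes, 11089 passed an adjusted p of 0.05 in limma and had groups that did not overlap, 5313 higher and 5776 lower in Sox9 KO. With a pseudocount of 1, the largest falls among them were those of Fzd9, Prokr2, Slc7a10, Wnt7b and Sox9. The order of these genes changed with a pseudocount of 5. Slc7a10 (−6.51) and Sox9 (−6.45) then fell more than Fzd9 (−6.23), Wnt7b (−6.14) and Prokr2 (−6.06). The Wnt receptor gene Fzd9, on chromosome 5 from 135248938 to 135251047, was counted with 361, 583 and 231 reads in the controls and with 0, 2 and 1 reads in KO. Its mean was 431 ± 85.7 normalized counts in control and 0.77 ± 0.76 in KO (SD, n = 3 each), and its log2 fold change of −8.01 (standard error 0.44, adjusted p = 1.5e-07 from limma) moved to −6.23 with a pseudocount of 5 and to −9.67 with a pseudocount of 0.1. Prokr2 and Wnt7b had log2 fold changes of −7.06 (standard error 0.66) and −6.61 (standard error 0.37).

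With a pseudocount of 1, the largest rises were those of Jchain, BC018473, Olfr98, H2-M2 and St6galnac1. With a pseudocount of 5, Olfr98 (4.60) and St6galnac1 (4.61) ranked below H2-Aa (5.22), Cd74 (5.09) and Atp6v0d2. Jchain, on chromosome 5 from 88519809 to 88527897, was counted with 3, 1 and 2 reads in the controls and with 717, 2793 and 413 in KO, or 2.74 ± 1.88 against 814 ± 254 normalized counts (SD, n = 3 each, log2 fold change 7.88, standard error 0.45, adjusted p = 1.9e-07 from limma). BC018473, on chromosome 11, rose from 2.45 ± 1.68 to 489 ± 282 normalized counts, a log2 fold change of 7.08. The olfactory receptor gene Olfr98, on chromosome 17, had 0 reads in every control and 145, 284 and 64 reads in KO, so that it was at least 109-fold higher in KO, with 3 reads over the 3 controls together as the floor. The histocompatibility gene H2-M2 had 29.2 ± 16.6 normalized counts in control, while its KO libraries stood at 8091, 3321 and 875, a spread that leaves its log2 fold change of 6.78 with a standard error of 0.72. St6galnac1, with 0, 6 and 8 reads in the controls and 359, 379 and 136 in KO, had a log2 fold change of 5.76 (standard error 0.81). Floors and low counts cover counting error only. Olfr98 and H2-M2 belong to gene families with similar members, and how the authors' counting divided reads between such members is not given in the sources used here.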

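Slc1a2, on chromosome 2 of mm10 from 102658239 to 102790784, encodes the glutamate transporter GLT-1 and was among the 10 genes with the most reads in these libraries. It had 253397, 279165 and 244122 normalized counts in control replicates 1, 2 and 3 and 9958, 19286 and 11787 in Sox9 KO replicates 1, 2 and 3. The mean was 258895 ± 18157 in control and 13677 ± 4943 in KO (SD, n = 3 each), and the log2 fold change was −4.30 (standard error 0.21, adjusted p = 6.3e-08 from limma with Benjamini-Hochberg adjustment). Syt11, a synaptotagmin gene on chromosome 3 from 88744699 to 88775159, had 20035, 25311 and 20426 normalized counts in the controls and 1497, 1939 and 1624 in KO. Its mean was 21924 ± 2940 in control and 1687 ± 228 in KO (SD, n = 3 each), with a log2 fold change of −3.70 (standard error 0.12, adjusted p = 9.2e-09 from limma). Both differences exceed the spread between replicates. Leaving out each library in turn gave log2 fold changes between −4.58 and −4.10 for Slc1a2 and between −3.80 and −3.59 for Syt11. Both lie within the range of other astrocyte genes in the same libraries, where 5 of 19 other astrocyte markers fell more than Slc1a2 and 11 of 20 fell more than Syt11.

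**Figure D2:**
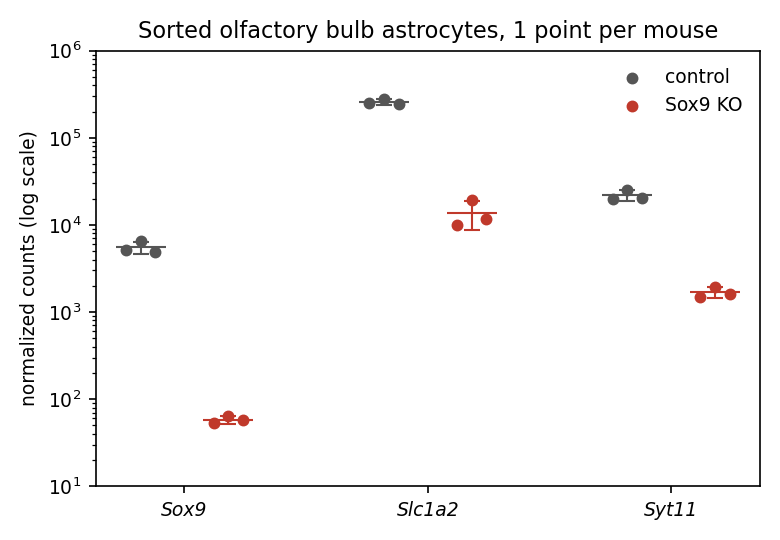
Normalized counts of Sox9, Slc1a2 and Syt11, on a log axis, in TurboRFP-positive cells sorted from 3 control (grey) and 3 Sox9 KO (red) mice. Each point is 1 mouse, and horizontal marks and bars give the mean and SD; for each gene the 3 KO points lie below all 3 control points.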

Further analysis of the RNA-seq data revealed downregulation of genes such as Syt11, which is a known factor that regulates membrane trafficking and exocytosis^52–54^, and Slc1a2 (GLT-1), the predominant glutamate transporter in astrocytes that participates in reuptake of glutamate from the synaptic cleft. Given these transcriptional changes, the observed changes in sensory responses, and altered M/T cell synaptic function, we next queried if these phenotypes may be linked to altered astrocytic glutamate handling. Towards this, we employed the glutamate-sensing reporter iGluSnFR^55^ to assay for potential changes in *Sox9* KO astrocyte glutamate uptake from the reduction of GLT-1 RNA. We injected AAV-GFAP-iCre-P2a-TurboRFP with AAV-GFAP-iGluSnFR into *Sox9*^fl/fl^ animals to selectively express iGluSnFR in *Sox9* KO astrocytes, or AAV-GFAP-iGluSnFR alone into C57BL/6 J animals as controls. With iGluSnFR expressed in *Sox9* KO astrocytes or controls, respectively, we performed widefield ex vivo imaging with puff administration of glutamate (500 mM in ACSF) to observe responses to extracellular glutamate (Fig. 5c). Each puff of glutamate evoked robust and short-lived iGluSnFR fluorescent signals (Fig. 5d). We assessed the rate of glutamate uptake by measuring the rate of decay of iGluSnFR signal, and observed that the signal decay was far slower in *Sox9* KO astrocytes compared to that observed in control astrocytes (Fig. 5e), suggesting altered and slower glutamate uptake with loss of Sox9.

To independently confirm the results of the iGluSnFR optical sensor, we next performed targeted electrophysiological studies. Using whole-cell patch clamp recordings from control and *Sox9* KO astrocytes, we applied local puffs of glutamate (500 mM in ACSF) adjacent to recorded astrocytes. We recorded baseline glutamate mediated currents, followed by currents after application of TBOA to block glutamate transporters (Fig. 5f), and observed that indeed the decay constant of the subtracted glutamate transport was significantly longer in *Sox9* KO astrocytes compared to controls (1429 ± 130.0 ms vs 908.4 ± 74.81 ms, respectively) (Fig. 5g).

Given that loss of *Sox9* results changes in glutamate uptake, we sought to address the contributions of GLT-1 dysregulation on the previously identified phenotypes. To determine the impact of downregulation of GLT-1 on these other phenotypes, we used viral delivered GLT-1 shRNA to selectively knockdown GLT-1 transcription^56^. After viral injection and recovery, viral delivered shGLT1 with EFi1-driven TurboRFP marker resulted in a significant reduction in GLT-1 mRNA normalized to GAPDH, and compared to shScramble-injected controls (Fig. S6e). We next injected AAV-shGLT-1 or AAV-shScramble controls into the OB of Aldh1L1-EGFP animals. After allowing 5 weeks for efficient knockdown of GLT-1 mRNA, we assayed for changes in astrocyte morphology by performing multi-plane confocal imaging and reconstruction. Similarly to *Sox9* KO astrocytes, we observed a significant reduction in the number of branch points (46.397 ± 3.161in shScramble injected animals vs 22.543 1.052 in shGLT1 injected animals), terminal points (50.463 ± 3.276 in shScramble vs 26.421 ± 1.14 in shGLT1), and total process length (419.517 ± 24.782 µm in shScramble vs 197.307 ± 8.069 µm in shGLT1) (Fig. 6a, b). Sholl analysis also revealed a significant reduction in morphological complexity (Fig. 6c).

**Fig. 6:**
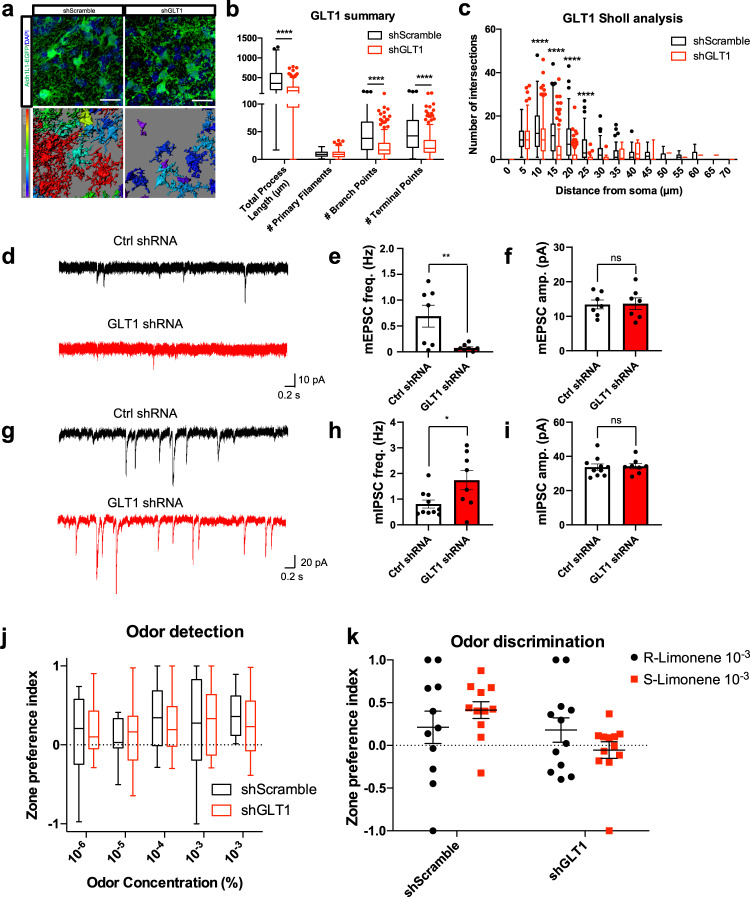
GLT-1 knockdown partially recapitulates Sox9 KO phenotypes. **a**–**c** High-resolution imaging and surface rendering of astrocytes in OB shows a decrease in morphological branching in shGLT1 vs shScramble. *n* = 256 cells (shGLT1) and *n* = 138 cells (shScramble) from *N* = 3 mice, respectively. ****p < 0.0001; 2-way ANOVA with Sidak’s multiple comparison correction. Quantification of (**a**) represented by box plots displaying interquartile range and median with Tukey whiskers. Data are presented as mean values ± SEM. Scale bar, 20 µm. **d** Example traces of mEPSC recordings in M/T cells with shScramble control injections (top) and shGLT1 KD injections (bottom). **e** M/T cells with shGLT1 injections show a significant decrease in mEPSC frequency compared to control injections. n = 7 cells (shScramble) and *n* = 7 cells (shGLT1) from *N* = 4 mice, respectively. **p = 0.0084. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. **f** M/T cells show no changes in mEPSC amplitude with shGLT1 injections. *n* = 7 cells (shScramble) and *n* = 7 cells (shGLT1) from *N* = 4 mice, respectively. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. **g** Example traces of mIPSC recordings in M/T cells with shScramble control injections (top) and shGLT1 KD injections (bottom). **h** M/T cells with shGLT1 injections show a significant increase in mIPSC frequency compared to control injections. *n* = 10 cells (shScramble) and *n* = 7 cells (shGLT1) from *N* = 4 mice, respectively. *p = 0.0257. Two-tailed Student’s t-test. Data are presented as mean values ± SEM. (**i**) M/T cells show no changes in mIPSC amplitude with Sox9 KO in astrocytes. *n* = 10 cells (shScramble) and n = 7 cells (shGLT1) from *N* = 4 mice, respectively. Data are presented as mean values ± SEM. **j** Quantification of 3 compartment place preference assay. *n* = 12 (shGLT1) and n = 11 (shScramble). Two-way RM ANOVA with Bonferroni’s multiple comparison test (main effect of group, F(1,21) = 0.0002768, *p* = 0.9869; group X concentration interaction, F(4,84) = 0.2148, *p* = 0.9295). Data are presented as box plots displaying interquartile range and median with Tukey whiskers. **k** Whisker plot quantifying three chamber place preference during odor discrimination. *n* = 12 (shGLT1) and *n* = 11 (shScramble). Two-way RM ANOVA with Bonferroni’s multiple comparison test (main effect of odor, F(1,21) = 0.02911, *p* = 0.8662; group X odor interaction, F(1,21) = 4.663, *p* = 0.0425). Data are shown as mean ± s.e.m.

To determine the effects of GLT-1 knockdown in the OB, we next examined for potential changes in synaptic properties. We found decrease mEPSC frequencies, but mIPSC frequencies were increased (mEPSC: 0.6905 ± 0.2117 Hz in controls vs 0.0750 ± 0.0225 Hz in shGLT1; mIPSC: 0.8100 ± 0.1568 Hz in controls vs 1.742 ± 1.068 Hz in shGLT1). With no observable changes in amplitudes (Fig. 6d–i), knock down of GLT-1 exerted differing effects on inhibitory and excitatory synapses in the OB.

With the changes in astrocyte morphology and synaptic connections in the OB following GLT-1 KD, we next sought to determine the effects of olfactory sensitivity and discrimination using the 3 compartment place preference assay as described above. In control mice injected with shScramble in the OB, mineral oil and (R)-Limonene compartments were investigated equally until odor concentrations of 10^−4^ (v/v) of (R)-Limonene, in which control mice then spent more time in the compartment with the odor (Zone preference index = 0.364 ± 0.130), suggesting novel odor detection. Mice injected with shGLT1 spent more time investigating odorants at concentrations at dilutions to 10^−3^ (v/v) (Zone preference index = 0.294 ± 0.133) (Fig. 6j). However, two-way repeated measures ANOVA revealed no significant differences by factor of group, odor, or interaction.

To assay for odor discrimination, we habituated mice to (R)-Limonene before introducing (S)-Limonene. In the presence of (S)-Limonene, control mice spent more time in the compartment investigating the novel odor (Zone preference index = 0.2119 ± 0.1887 for (R)-Limonene vs 0.4129 ± 0.09874 for (S)-Limonene), whereas GLT-1 KD mice showed no significant differences in compartment preference (Zone preference index = 0.1801 ± 0.1419 for (R)-Limonene vs −0.05538 ± 0.09721 for (S)-Limonene) (Fig. 6k). Two-way repeated measures ANOVA revealed a significant interaction between both group and odor. Together, these data suggest that GLT-1 KD mice have no change to odor detection thresholds compared to scrambled controls, but have altered ability to discriminate between chemically similar but perceivably different odors. Collectively, these findings reveal that astrocytes play an important role in sensory processing through neuron-astrocyte interactions. The specific phenotypes of altered neuronal properties and abnormal odor discrimination that are similar to *Sox9* KO mice suggests that altered glutamate handling contributes to the observed phenotypic abnormalities in *Sox9* KO mice.

## Discussion

Here we performed astrocyte-specific KO of *Sox9* in the mouse olfactory bulb, and identify roles for astrocytes in direct modulation of sensory circuits. Combining genetic and viral manipulations, electrophysiological recordings, and in vivo imaging methods, we found that Sox9 plays an important role in maintaining proper function and transcriptional maintenance of mature, adult astrocytes. Notably, we found that astrocytic modulation of neurons not only affected their activity, but also behavioral output associated with both odor detection and odor discrimination tasks. Together these data reveal a role for Sox9 in governing mature astrocyte function, and more broadly, supports diverse roles for astrocyte-neuron coordination in sensory processing system.

*Sox9* associates with the gliogenic switch that causes neural progenitors to transit from neurogenesis to gliogenesis^33,34^. Despite well-known functions for *Sox9* in embryonic glial development and the perdurance of Sox9 expression in the adult brain^38^, roles for *Sox9* in mature adult astrocytes remain broadly unstudied. The approaches utilized here to selectively investigate astrocytes (tamoxifen-inducible and viral) enabled us to bypass Sox9’s role in development and interrogate its function in the adult brain, where we found that Sox9 exerts key roles in maintaining astrocyte morphology and communication with OB neurons. In addition, GO analysis of transcriptome data revealed downregulation of many genes related to maintaining cellular morphology and governing physiological responses, both of which are key roles in the supportive functions of astrocytes. These observations, coupled with phenotypic analysis of Sox9-deficient astrocytes, illustrate that Sox9 regulates the expression of many genes that are essential for the homeostatic function of adult astrocytes, and that these functions are critical to normal neuronal output and sensory processing. Noticably, we observed varying effects on astrocyte morphology from deletion of *Sox9* between the OB and cortex, suggesting that Sox9 may play alternative roles in astrocytes across brain regions. Indeed recent studies from our group revealed that NFIA plays a selective role in maintaining astrocyte function in the adult hippocampus, but not in the OB, cortex, or brainstem^20^. Together, these findings suggest that astrocyte function is regulated by region-sepcific transcriptional codes, where astrocytes from diverse brain regions exhibit unique transcriptional dependencies.

Nevertheless, the downregulation of genes linked to key physiological and homeostatic functions of astrocytes (Fig. 5a, b) indicates that Sox9 continues to play a key role in astrocyte function through adulthood (Figs. 2–4). The consequences of such Sox9-dependent transcriptional changes extend beyond the cell autonomous functions of astrocytes, as neuronal properties within the olfactory circuit, sensory response maps, and ultimately olfactory behaviors were altered. Together, these findings provide a molecular, cellular, and physiological framework for dissecting how transcriptional mechanisms within astrocytes influence neuronal circuit processing that can likely be extended to other brain regions. Critically, how diverse cellular functions of astrocytes are regulated at the transcriptional level have remained poorly defined. Recent studies have highlighted the regional and local diversity of astrocytes^18,44,51,57^, and it will be important to decipher whether this diversity is encoded in part, by specific transcription factors.

Sensory maps are established and maintained through multiple mechanisms^58^, ranging from developmental molecular signaling cues to activity-dependent refinement underlying synaptic plasticity. Our studies reveal a potential role for astrocytes in sensory response maps within the OB. We observed that *Sox9* KO resulted in increased OSN density at glomeruli accompanied by olfactory behavior characterized by increased olfactory sensitivity and decreased discrimination. It is well established that Sox9 expression is exclusively expressed in duct/gland cells in the olfactory epithelium but not in OSNs in both rodent and human^59–61^. Increased innervation from OSNs to glomeruli after *Sox9* cKO in OB astrocytes suggests that OSNs are also under astrocyte-mediated regulation. The increased OSN innervation may contribute to the increased olfactory sensitivity because of the increased signal input^62–64^.

Glomerular structures include astrocyte cell bodies that reside along their periphery, astrocytic processes enclosing neuropil in a central-synaptic subcompartment^65^. Astrocytes of the same glomerulus form a large multicellular syncytium through gap junctions located at their perisynaptic processes^66^, which can lead to single unit functional glial network responses characterized by calcium waves that propagate through astrocyte clusters within odor-activated glomeruli^67,68^. The anatomical arrangement of astrocytes at glomeruli coupled via glial networks may serve to constrain M/T cells responses, as revealed through a decrease in current-evoked firing rate of M/T cells (Fig. 4a–d) as well as synaptic events (Fig. 4e–j). However, we also observed increased activated area of M/T cells (Fig. 3d–f) which is counterintuitive to the decreased firing rate. The decrease in inhibitory inputs (Fig. 4h–i) may explain these contrasting results, as inhibitory inputs contribute to M/T cell selectivity^69^ and are closely tied to lateral inhibition and contrast enhancement^32,50^. Overall synchrony between astrocyte anatomy, spatial localization, and range of functions may coordinate effects onto neurons at the cellular level through neuron-astrocyte interactions, which then manifests into circuit-level phenomena.

From these data, we consider a model in which central astrocyte transcriptional regulation is important in maintaining sensory circuits through expression of receptors and transporters for homeostatic mechanisms to threshold neuronal responses. Upon *Sox9* deletion, we observed altered sensory maps and behavioral phenotypes. These roles may be maintained by a combination of precise glomerular structure, synaptic stability, and the reuptake of glutamate from the synaptic cleft. With a decrease in morphological complexity and a reduction in GLT-1 expression, reuptake of glutamate is impaired. The clearance of extracellular glutamate is mostly the responsibility of glial glutamate transporters^70,71^. Knockdown of GLT-1 confirmed that some of the phenotypes seen in *Sox9* KO such as loss of morphological complexity (Figs. 1e–g and 6a–c) and excitatory synaptic stability (Figs. 4e–g and 6d–f) is, in part, due to the loss of GLT-1. The imperfect phenocopy of GLT-1 KD to *Sox9* KO phenotypes highlights the widespread effects of loss of a key transcription factor via dysregulation of its downstream targets and the concomitant compensatory mechanisms. Interestingly, GLT-1 KD also resulted in independent compensatory mechanisms as seen by an increase in inhibitory synaptic stability (Fig. 6g–i). A possible consideration is that although previous studies indicate neuronal GLT-1 KO mice have normal perfomances on a wide variety of behavior tests^72^, non-specific expression of GLT-1 shRNA and Ef1a-turboRFP might result in certain level of the metabolic stress in both astrocytes and neurons^73^, and introduce extra variations into the astrocyte-neuron coordination.

Taken together, these experiments expand our current understanding of the roles for Sox9 in mature, adult astrocytes and their functions in neuronal circuit processing; rather than a neurocentric view, sensory circuits include a functional and cooperative role for astrocytes and their neuronal constituents in establishing and regulating the integration of sensory input in a multidimensional system. Overall, our study reinforces the need to examine interactions between multiple cell types toward unraveling how these interactions contribute towards sensory circuit function. To fully understand the complexity of how the brain shapes behavior, further investigation into glia subtypes and their interactions with neurons is imperative for processing the wide array of inputs into neuronal circuits.

## Methods

### Experimental mouse model

All procedures performed on mice were carried out in accordance with the ethical guidelines of the National Institutes of Health and approved by the institutional review board (IACUC Baylor College of Medicine) under protocol #AN-5596. All mice were housed with food and water available ad libitum in a 12-h light/dark environment. Both male and female mice were used for all experiments, and mice were randomly allocated to experimental groups. For ex vivo and in vivo experiments, adult mice aged >8 weeks were used, unless otherwise described.

### Method details

#### Plasmid generation

For GLT-1 shRNAi knockdown experiments, AAV shRNA delivery plasmids were designed based on a previous study^20^. In summary, AAV shRNA delivery backbone was acquired from Addgene (Addgene #85741)^74^. For GLT-1 RNAi, the dsDNA fragment containing target sequence against mouse GLT-1 (5′- GCTCTCACTGACTGTGTTT-3′)^56^ and the EFi1 promoter sequence followed by TurboRFP coding region were synthesized and cloned into BamHI and EcoRV sites of parental backbone next to the U6 promoter, resulting in the shGLT1 construct. For the Scramble control, original scramble sequence (5′-GTTCAGATGTGCGGCGAGT-3′) under the U6 promoter was retained, but the EF1a promoter sequence followed by turboRFP coding region were cloned into SalI and EcoRV sites of parental backbone.

#### Stereotaxic microinjection of adeno-associated viruses

Surgical procedures were conducted under general anesthesia using Ketamine/dexdormitor (75 mg/kg and 0.5 mg/kg respectively) induction and maintenance under volatile isoflurane inhalation (maintenance at 1–2.5% v/v). Depth of anesthesia was monitored continuously and adjusted when necessary. Following induction of anesthesia, the mice were fitted into a stereotaxic frame with their heads secured by blunt ear bars and their noses placed into an anesthesia and ventilation system. Mice were administered 5 mg/kg of meloxicam subcutaneously prior to surgery. The surgical site was then cleaned three times with 10% iodine and 70% isopropanol (v/v). Skin incisions were made, followed by craniotomies of 2–3 mm in diameter above the olfactory bulb using a small steel burr (Hager & Meisinger GmbH) powered by a high-speed drill (Vector Mega Torque). Bilateral viral injections in the olfactory bulb were carried out by using a stereotaxic apparatus (Leica Biosystems) to guide the placement (from bregma: ML, ±0.9 mm; AP, 3.82 mm; and 0.65 mm down from the surface of the OB) of beveled glass pipettes (3-000-203-G/X, Drummond Scientific Company). Adeno-associated viruses (AAVs) were injected by using a syringe pump (Nanoject II, Drummond Scientific Company) at a rate of 69 nL/s at 25 s intervals 10 times to obtain uniform labeling of astrocytes. Glass pipettes were left in place for at least 5 min prior to slow withdraw. Surgical wounds were closed with surgical nylon monofilament sutures. Mice were allowed to recover overnight in cages placed partially on a low-voltage heating pad. Meloxicam was administered once a day for 3 days after surgery. Virus injected mice were euthanized two to three weeks post-surgery for in vivo widefield imaging, live slice imaging, or perfused for immunohistochemistry. AAVs encoding flexed-GCaMP6m, iCre-P2a-TurboRFP, or iGluSnFR under the GFAP promoter (serotype 2/9 or DJ8, ~2.5 × 10^12^ genome copies/mL), shScramble or shGLT1 (serotype 2/9, ~1.5 × 10^12^ genome copies/mL) were cloned and packaged in house.

#### Tamoxifen treatment

For the experiments, Tamoxifen (Sigma, T5648) was dissolved in corn oil (Sigma, C8267) at 30 mg/ml. At 4 weeks old, 150 mg/kg Tamoxifen was given to both control and cKO mice by oral gavage twice a day for 5 days. Mice were allowed to recover for a week, and then 150 mg/kg Tamoxifen were given twice a day for another 5 days.

#### Immunohistochemistry and confocal imaging

For confocal imaging, animals were deeply anesthetized using isoflurane, followed by intracardial perfusion of phosphate buffered saline (PBS) and 4% PFA in PBS (pH 7.35). Brains were harvested immediately after perfusion. The tissues were then fixed for 8 h in 4% PFA in PBS and cryopreserved by overnight incubations in 20% sucrose. Tissues were embedded in OCT compound (Fisher HealthCare) and sectioned. For immunohistochemistry analysis of different brain regions, 30 μm sections were collected with a cryostat and stained as floating sections. For antigen retrieval, sections were incubated in Sodium Citrate Buffer (10 mM, 0.05% Tween 20, pH 6.0) at 75 °C for 15 min. Sections were then blocked for 20 min in 10% goat serum or donkey serum in PBS with 0.3% Triton X-100, followed by incubation with primary antibody dilutions in blocking buffer at 4 °C overnight. Primary antibodies were used at the following concentrations: anti-GFP (ab13970, abcam, 1:1000), α-Sox9 (Ab5535, Millipore, 1:1000), and α-OMP (019-22291, Wako, 1:8000). Secondary antibody incubation (647 α-goat, #A21477, Lot 2045332, Life Technologies, 1:500;647 α-chicken, #A-21449, ThermoFisher, 1:500; 647 α-rabbit, #A21244, Lot 1990307, LifeTechnologies, 1:500) was performed in the blocking solution with 0.1% Triton X-100 at room temperature for 1 hr. Sections were washed between incubations with PBS containing 0.1% Triton X-100. DAPI was included in the penultimate wash. Imaging for morphological analysis was performed using Zeiss Imager M2 and Z1 fluorescence microscope equipped with a Zeiss AxioCam camera. Analysis was performed using ZEN 3.1 and ImageJ software.

To measure astrocyte morphology, fluorescent images were acquired using a Zeiss LSM 880 laser scanning confocal microscope with 63× oil immersion objective with frame size at 1024 × 1024 and bit depth at 12. Serial images in the z-axis were taken at an optical step of 1 mm, with overall z-axis range encompassing the whole section. Images were imported to Imaris Bitplane software, and only astrocytes with their soma between the z-axis range were chosen for further analysis. We performed 3D surface rendering (Figs. 1e, h, 6a, and S3a) using the Imaris Surface module. Morphological analysis was performed using the Imaris Filament module. Astrocyte branches and processes were outlined by Autopath with starting point set at 8 mm and seed point set at 0.5 mm. Data were generated from 3 brain sections per region per mouse with 3 mice per genotype. For viral-mediated KO or KD animals, only viral infected cells were selected for the morphology analysis. To analyze number of astrocytes, fluorescent images were acquired using a Zeiss LSM 880 laser scanning confocal microscope with 20× objective. Cell numbers were quantified by the QuPath software Cell Detection function^75^.

Olfactory marker protein (OMP) was quantified using Imaris 9.7 from 40 μm z-stacks. Briefly, a mask was drawn to include only the glomerular layer of the olfactory bulb within each section. OMP was detected by thresholding fluorescence intensity values within this mask. A 3D surface object encompassing the thresholded OMP was created. This surface was then normalized using either total number of distinct glomeruli (counted by the researcher) or by DAPI+ cells quantified by Imaris within the glomerular layer mask. Normalized values were then graphed using GraphPad Prism version 9.1

#### Calcium imaging

In vivo wide-field calcium imaging was performed in anesthetized (urethane, 1.2 µm/kg) head-fixed animals (8–14 weeks old) through thinned skulls 2–3 weeks after viral injection. Animals were kept warm with a portable heating pad and a local anesthetic (bupivicane, 0.5%) was applied to the incision areas. Sensory evoked responses were acquired with a Leica M205FA microscope at 6x magnification, a GFP filter set and a Leica FL6000 fluorescence light source. Optical signals were recorded for 10 s per trial at 464 × 346 pixel resolution. A CCD camera (DFC360 FX, Leica) captured images at a frame rate of 10 Hz and videos were digitized at 12 bits using Leica Application Suite software. Odorants were presented using a custom-made olfactometer (stimulus duration, 3 s) with separate lines and were presented as ~1% saturated vapor, adjusted for vapor pressure. The odors were presented in a random order with at least three trials per odorant at interstimulus intervals ≥60 s.

For two-photon calcium imaging, mice were deeply anesthetized with isoflurane and then perfused with cold artificial cerebrospinal fluid (ACSF, in mM:125 NaCl, 25 glucose, 25 NaHCO_3_, 2.5 KCl, 2 CaCl_2_, 1.25 NaH_2_PO_4_, and 1 MgCl_2_, pH 7.3, 310–320 mOsm). The brain was dissected, embedded in low melting point agarose, and placed in an ice-cold sucrose-based cutting solution (in mM: 87 NaCl, 2.5 KCl, 1.6 NaH_2_PO_4_, 25 NaHCO_3_, 75 sucrose, 10 glucose, 1.3 ascorbic acid, 0.5 CaCl_2_, 7 MgCl_2_). 300 µm thick coronal olfactory bulb slices were sectioned on a vibratome (VT1200, Leica). Slices were then recovered in oxygenated ACSF (37 °C) for 15 min and allowed to acclimate to room temperature for at least 15 min before imaging.

We recorded calcium traces using a two-photon resonant microscope equipped with a Chameleon Ultra (II) Ti-sapphire laser (Coherent) tuned to 900 nm through a 20×, 1.0 NA Zeiss objective. Calcium activity was typically sampled at ~1 Hz. Optical signals were recorded for ~5 min per trial at 1024 × 1024 pixel resolution. We recorded data from astrocytes at depths of ~30 µm below the surface. All multiphoton imaging experiments were performed within 2–4 h of slicing.

For ex vivo wide-field imaging, slices were prepared as described above for two-photon imaging. Optical signals were recorded for 10 s per trial at 1392 × 1040 resolution with 4 × 4 binning. A CCD camera (QIcam Fast 1934, QImaging) capture images at a frame rate of ~35 Hz and videos were digitized at 8 bit using Q Capture Pro 7. Glutamate (500 mM in ACSF) was presented through puff application using a FemtoJet 4× with Pi = 1.5 psi and *P*_c_ = 0.07 psi for 500 ms. Data were analyzed in ImageJ by measuring the intensity of a region of interest (ROI) exhibiting a response from glutamate and in MATLAB with the Curve Fitting Toolbox.

#### Whole-cell patch clamp electrophysiology

Animals were deeply anesthetized with halothane. After decapitation, the brain was quickly excised from the skull and submerged in an ice‐cold cutting solution (in mM: 130 NaCl, 24 NaHCO_3_, 1.25 NaH_2_PO_4_, 3.5 KCl, 1.5 CaCl_2_, 1.5 MgCl_2_, and 10 D(+)‐glucose, pH 7.4). 300 μm sagittal slices were cut using a vibratome (DSK Linear Slicer, Kyoto, Japan) with a blade (DORCO, Seoul, Korea) and transferred to oxygenated ACSF solution (in mM: 130 NaCl, 24 NaHCO_3_, 1.25 NaH_2_PO_4_, 3.5 KCl, 1.5 CaCl_2_, 1.5 MgCl_2_, and 10 D(+)‐glucose, pH 7.4).

Whole‐cell recordings were made from mitral, granule cells, and astrocytes somata located in the olfactory bulb. For action potential measurement, mitral and granule cells were patched with an internal solution (in mM): 140 K-gluconate, 10 HEPES, 7 NaCl, and 2 MgATP adjusted to pH 7.4 with CsOH and their membrane potential were set at −60 mV. The current was injected from 0 to 80 pA for 50 and 500 ms. For passive conductance measurement, astrocytes were patched with an internal solution (in mM): 140 K-gluconate, 10 HEPES, 7 NaCl, and 2 MgATP adjusted to pH 7.4 with CsOH and their membrane potential were set at −60 mV. The voltage was injected from −120 to 120 mV for 1 s. For miniature excitatory postsynaptic currents (mEPSCs), M/T cells in oxygenated ACSF containing 0.5 µM TTX and 20 µM Bicuculline were patched with an internal solution (in mM): 135 CeMeSO_4_, 8 NaCl, 10 HEPES, 0.25 EGTA, 1 Mg-ATP, 0.25 Na_2_-GTP, and 30 QX-314 adjusted to pH 7.2 with CsOH. For miniature inhibitory postsynaptic currents (mIPSCs), M/T cells in oxygenated ACSF containing 0.5 µM TTX, 50 µM AVP, and 20 µM CNQX were patched with an internal solution (in mM): 135 CsCl, 4 NaCl, 0.5 CaCl_2_, 10 HEPES, 5 EGTA, 2 Mg-ATP, 0.5 Na_2_-GTP, and 30 QX-314 adjusted to pH 7.2 with CsOH. mEPSCs and mIPSCs were recorded in the presence of TTX. Pipette resistance was typically 4–6 MΩ. Electrical signals were digitized and sampled at 50 μs intervals with Digidata 1550B and Multiclamp 700B amplifier (Molecular Devices) using pCLAMP 10.4 software. Data were filtered at 2 kHz.

For astrocyte glutamate transporter current recording, *Sox9*^*fl/fl*^ and *Sox9*^*+/+*^ mice with AAV-GFAP-iCre-P2a-TurboRFP injection in olfactory bulbs were used. Slices were prepared as described above for two-photon. RFP + astrocytes were patched in whole-cell voltage clamp configuration with an internal solution (in mM): 120 K-Gluconate, 20 HEPES, 10 EGTA, 2 MgATP, and 0.2 NaGTP adjusted to pH 7.2 and 295 mOsm. Pipette resistance was 6–8 MΩ. ACSF included CNQX (20 µM), APV (50 µM), BIC (10 µM), and TTX (1 µM). Astrocytes (~50–75 µm deep from surface) were held at −80 mV and continually monitored for changes in access resistance. Recordings with a change in access resistance of more than 25% were excluded. To evoke transporter currents, glutamate (500 mM in ACSF) was presented through puff application perpendicular to flow of ACSF using a FemtoJet 4x with _Pi_ = 0.2–0.8 psi and P_c_ = 0–0.07 psi for 500 ms at 50–100 μm from the patched astrocyte soma in the same plane. Glass pipettes for delivering the puff solution had resistances of 1–2 MΩ. In total 10–20 trials were recorded at baseline then TBOA (100 µM) was applied to block glutamate transporter currents. Transporter currents were quantified as the average of the trials after complete wash on of TBOA subtracted from the average of the trials before TBOA application. Kinetics of the puff-evoked transporter currents were quantified as the fast time constant of a biexponential fit of the subtracted current.

#### Single cell RNA-seq analysis

For single cell sequencing analysis, we have used our previously published dataset with the accession number GEO: GSE121891^35^. Matrices from each experiment were imported into Seurat (version 2.2.1)^76^. The minimum gene per cell threshold was set to 200 and maximum gene per cell threshold was set to 2500 for inclusion into the final digital expression matrix. Immediate early genes were removed from differentially expressed genes^77^ before canonical correlation analysis (CCA) which was used to scale and merge datasets from each experimental batch to account for batch effects^76^. Two-dimensional visualization of the multi-dimensional data set was done with t-SNE. Differential expression of the individual clusters was performed using the likelihood-ratio test for single cell gene expression (Seurat FindMarkers function, default parameters).

#### Cell dissociation and FAC-sorting of astrocytes

*Sox9*^*fl/fl*^ and *Sox9*^*+/+*^ mice with AAV-GFAP-iCre-P2a-TurboRFP injection in olfactory bulbs were used to isolate astrocytes by fluorescence-activated cell sorting (FACS). Four weeks after the injection, olfactory bulbs from the mice were dissociated following published protocols^51^ with slight modifications. Briefly, the olfactory bulbs from 6 mice (3 control and 3 KO males) were dissected and digested for 15 min at 37 °C with 0.5 mL papain solution (1x EBSS (Worthington), 230 U/ml DNase (Worthington), 25 U/ml papain (Worthington)) in 1.5 mL microcentrifuge tubes on the thermomixer with 1400 rpm shaking for agitation. After digestion, the tissue was neutralized with DMEM/F12 + 10% FBS solution (ThermoFisher) and centrifuged at RT at 4200 × *g* for 5 min. The resultant pellet was washed by PBS and re-suspended in FACS buffer (Leibovitz’s L-15 Medium with 0.01 M HEPES, 0.0025% DNaseI), and filtered with tubes with cell-strainer caps (FALCON). FACS was performed in a FACSAria I (BD Bioscience, 100-μm nozzle and 20-p.s.i. setting), and astrocytes were separated by TurboRFP. FAC-sorted cells were collected in RLT lysis buffer (QIAGEN) with 1% beta-mercaptoethanol.

#### Bulk RNA extraction, library preparation, and sequencing

RNA was extracted from FACS pelleted cells using RNeasy Micro Kit (Cat. No. 74004, QIAGEN). RNA integrity (RIN ≥ 8.0) was confirmed using the High Sensitivity RNA Analysis Kit (DNF-472-0500, Agilent formerly AATI) on a 12-Capillary Fragment Analyzer. Illumina sequencing libraries with 8-bp single indices were constructed from 10 ng total RNA using the Trio RNA-Seq System (0507-96, NuGEN). The resulting libraries were validated using the Standard Sensitivity NGS Fragment Analysis Kit (DNF-473-0500, Agilent formerly AATI) on a 12-Capillary Fragment Analyzer. Equal concentrations (2 nM) of libraries were pooled and subjected to sequencing of approximately 40 million reads per sample using the High Output v2 kit (FC-404-2002, Illumina) on a NextSeq550 following the manufacturer’s instructions.

#### qRT-PCR

Real time quantitative PCR was carried out using Powerup SYBR green master mix (A25742, ThermoFisher) and a Quant Studio 3 real-time thermo cycler (Applied Biosystems). Primer sets listed in Supplementary Table 1 were used to specifically amplify their respective targets. Each sample was run in triplicate and with negative control (without cDNA). Sample amplification curves were filtered based on internal quality control parameters for specificity and passive reference ROX dye was used normalize for optical path differences. Data analysis was done using the ∆∆C_T_ method^78^ with all data normalized to ActinB or GAPDH expression.

#### Three compartment place preference assay

Mice received viral injections at least 4 weeks prior to behavioral experiments. Mice were acclimated and familiarized to the testing chamber for 5 min each day for three days prior to testing. For odor detection threshold, odor concentrations were tested for 2 min each in ascending order of concentration with 1 min between each. For odor discrimination, a habituation-dishabituation assay was used in which mice were habituated to an odor for 3 trials before being exposed to a novel odor. Each trial lasted 2 min with 1 min between each trial. Video was captured with a Doric GigE Behavior Tracking Camera (BTC_GigE_CO) and position tracking was performed with semiautomated analysis with OptiMouse through MATLAB. Analysis of these behavior data were performed blind and objectively through OptiMouse software in MATLAB.

### Quantification and statistical analysis

For wide-field calcium imaging, all data analysis was performed with custom MATLAB scripts and processed in ImageJ. Initial data processing included averaging trials and visually aligning the region of interest (dorsal olfactory bulb). Δ*F* maps were created by temporally averaging the entire 3 s odor stimulation period and subtracting the temporal average of the 2 s immediately preceding odor onset. Δ*F/F* maps were additionally normalized by the first five frames of the averaged trial. There was no appreciable photobleaching of the GCaMP3 signals during the experiments. For quantification, ROIs approximately the size of a glomerulus were set over activated regions with at least 3 ROIs per odorant. For two-photon data processing, all analysis was performed in custom MATLAB scripts.

For two-photon imaging of astrocyte microdomains, ROIs were generated posthoc with GECIquant plugin in FIJI and time analysis was performed with custom MATLAB scripts.

Sequencing files were de-multiplexed and the resulting fastq files were merged. Quality control was performed using fastQC (v0.10.1) and MultiQC (v0.9). Reads were mapped to the mouse genome mm10 assembly using STAR (v2.5.0a). BAM files were normalized for sequencing depth using samtools (v.1.3). Bioconductor packages GenomicAlignments (v1.16.0) and GenomicFeatures (v1.32.2) were used to build count matrices. Differential expression and normalized count values were determined using DESeq2 (v1.20.0) in R (v 3.5.2). GO analyses were performed by Enrichr website.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during the current study that are necessary to interpret, verify, and extend the research are provided in Figs. 1–6, Supplementary Figs. 1–6, Supplementary Table 1, and the Source Data file. The single-cell RNA sequencing data used in this study are available in the GEO database under accession code GSE121891. The FACS-sorted RNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE180841. All other additional information and reagents will be available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Olfactory bulb astrocytes mediate sensory circuit processing through Sox9 in the mouse brain
**Source:** Nat Commun. 2021 Sep 1;12:5230. doi: 10.1038/s41467-021-25444-3
**Supplement:** Supplementary file 1 — Supplementary Information

a

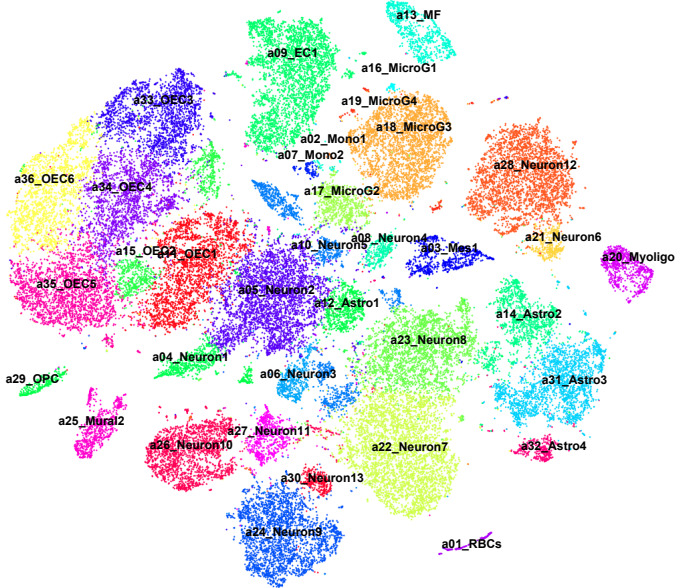

b

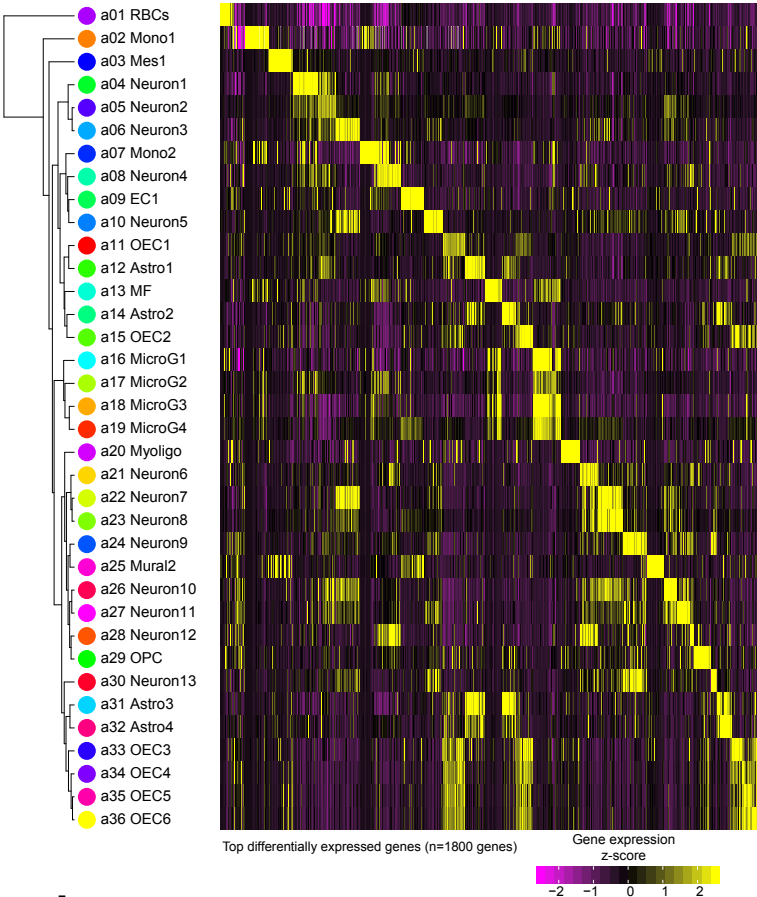

c

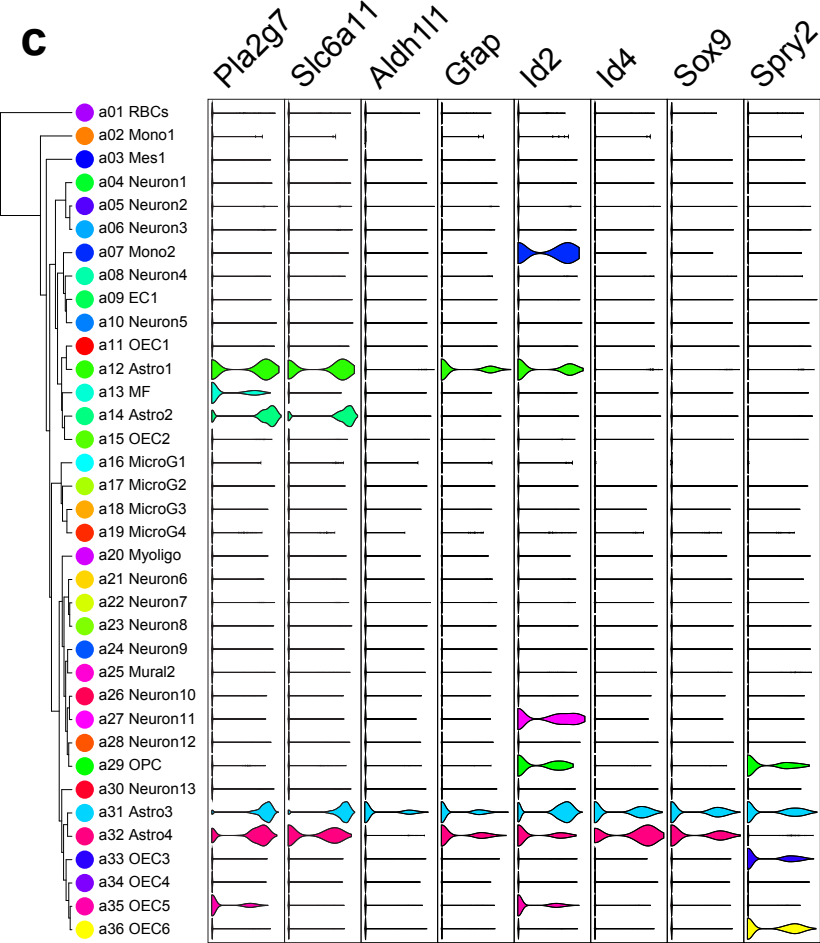

d

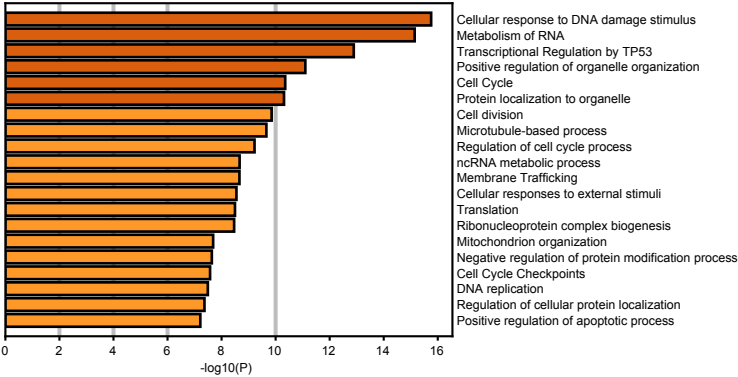

**Supplemental Figure S1. Analysis of RNA-seq reveals gene expression patterns based on cluster identity.**

(a) Cellular composition of the OB was visualized using t-distributed stochastic neighbor embedding (t-SNE). Single cell sequencing allowed unbiased clustering of cell populations in the OB, revealing 36 distinct populations.

(b) Heat map of top 50 enriched genes in each cluster from single-cell sequencing

(c) Graph showing all detected clusters with violin plots for expression of selected marker genes.

(d) GO analysis from top genes enriched in astrocyte cluster 3 expressing Aldh1L1.

# Ung et. al. Supplementary Figure 2

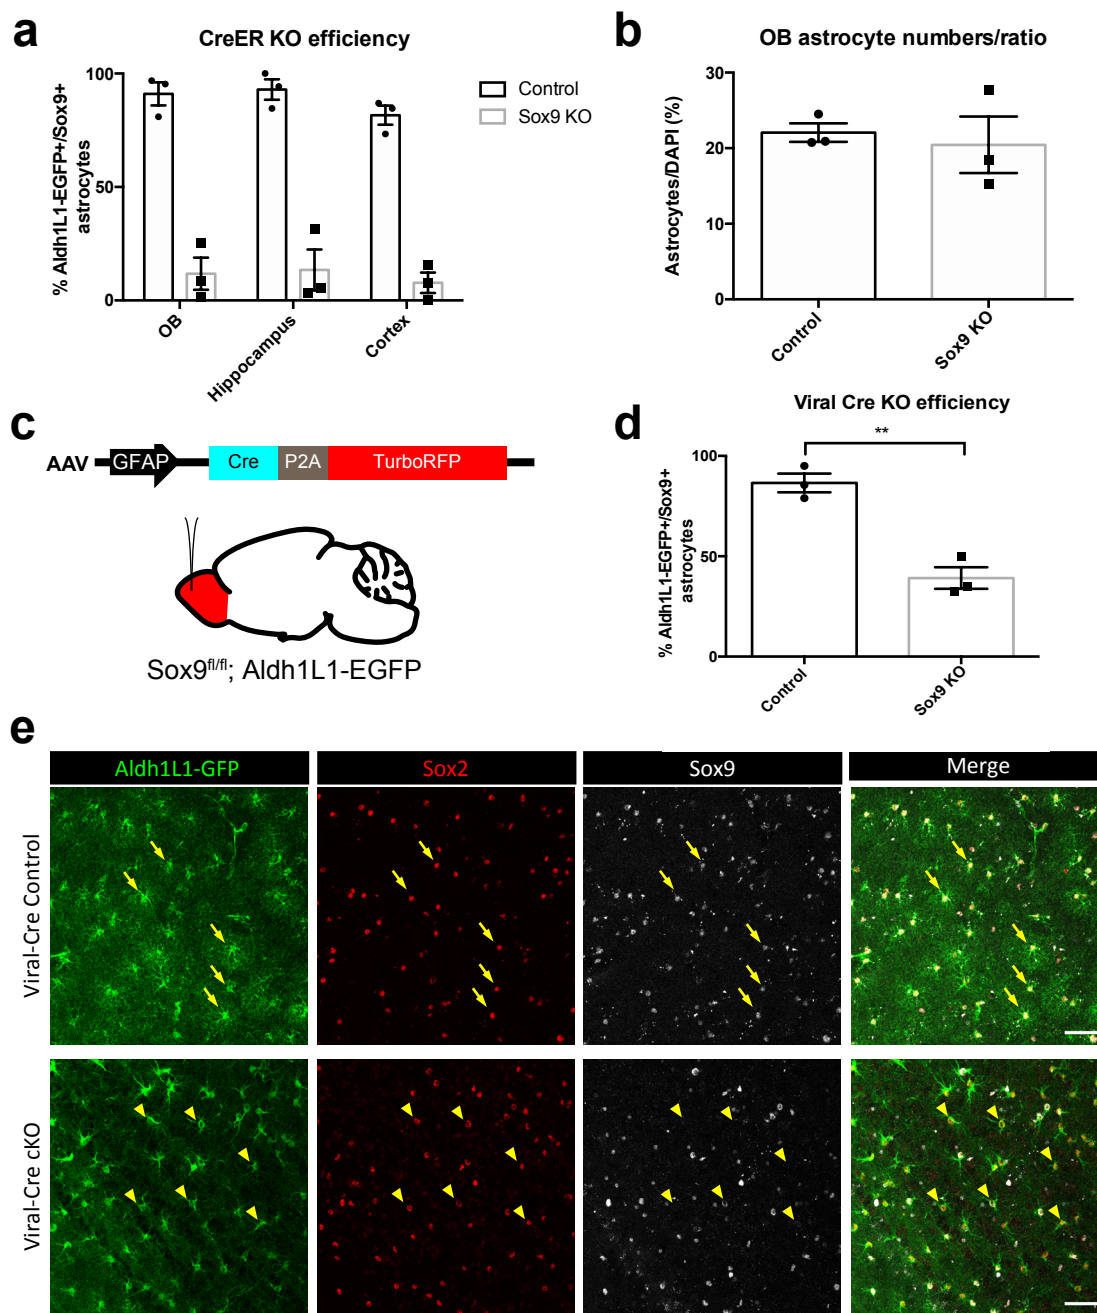

## Supplemental Figure S2. Virally introduced Cre allows for local, efficient knockout of Sox9

(a) Quantification of KO efficiency in CAG-CreER; Sox9<sup>fl/fl</sup> from N = 3 mice per group; Aldh1L1-EGFP mice revealed that tamoxifen treatment induced high efficiency knockout of Sox9 in EGFP<sup>+</sup> astrocytes. Data are presented as mean values  $\pm$  SEM.

(b) Quantification of EGFP<sup>+</sup> cells relative to DAPI revealed no changes in astrocyte numbers after Sox9 knock out from N = 3 mice per group. Data are presented as mean values  $\pm$  SEM.

(c) Schematic of virally-induced Sox9 KO.

(d-e) Quantification of KO efficiency in Sox9<sup>fl/fl</sup> from N = 3 mice per group; Aldh1L1-EGFP mice injected with AAV-GFAP-iCre-P2a-TurboRFP revealed that viral delivery of Cre generates efficient knockout of Sox9 in EGFP<sup>+</sup> astrocytes. \*\*p = 0.0027, Unpaired two-sided Student's t-test. Data are presented as mean values  $\pm$  SEM. Scale bar, 50  $\mu$ m.

Ung et. al. Supplementary Figure 3

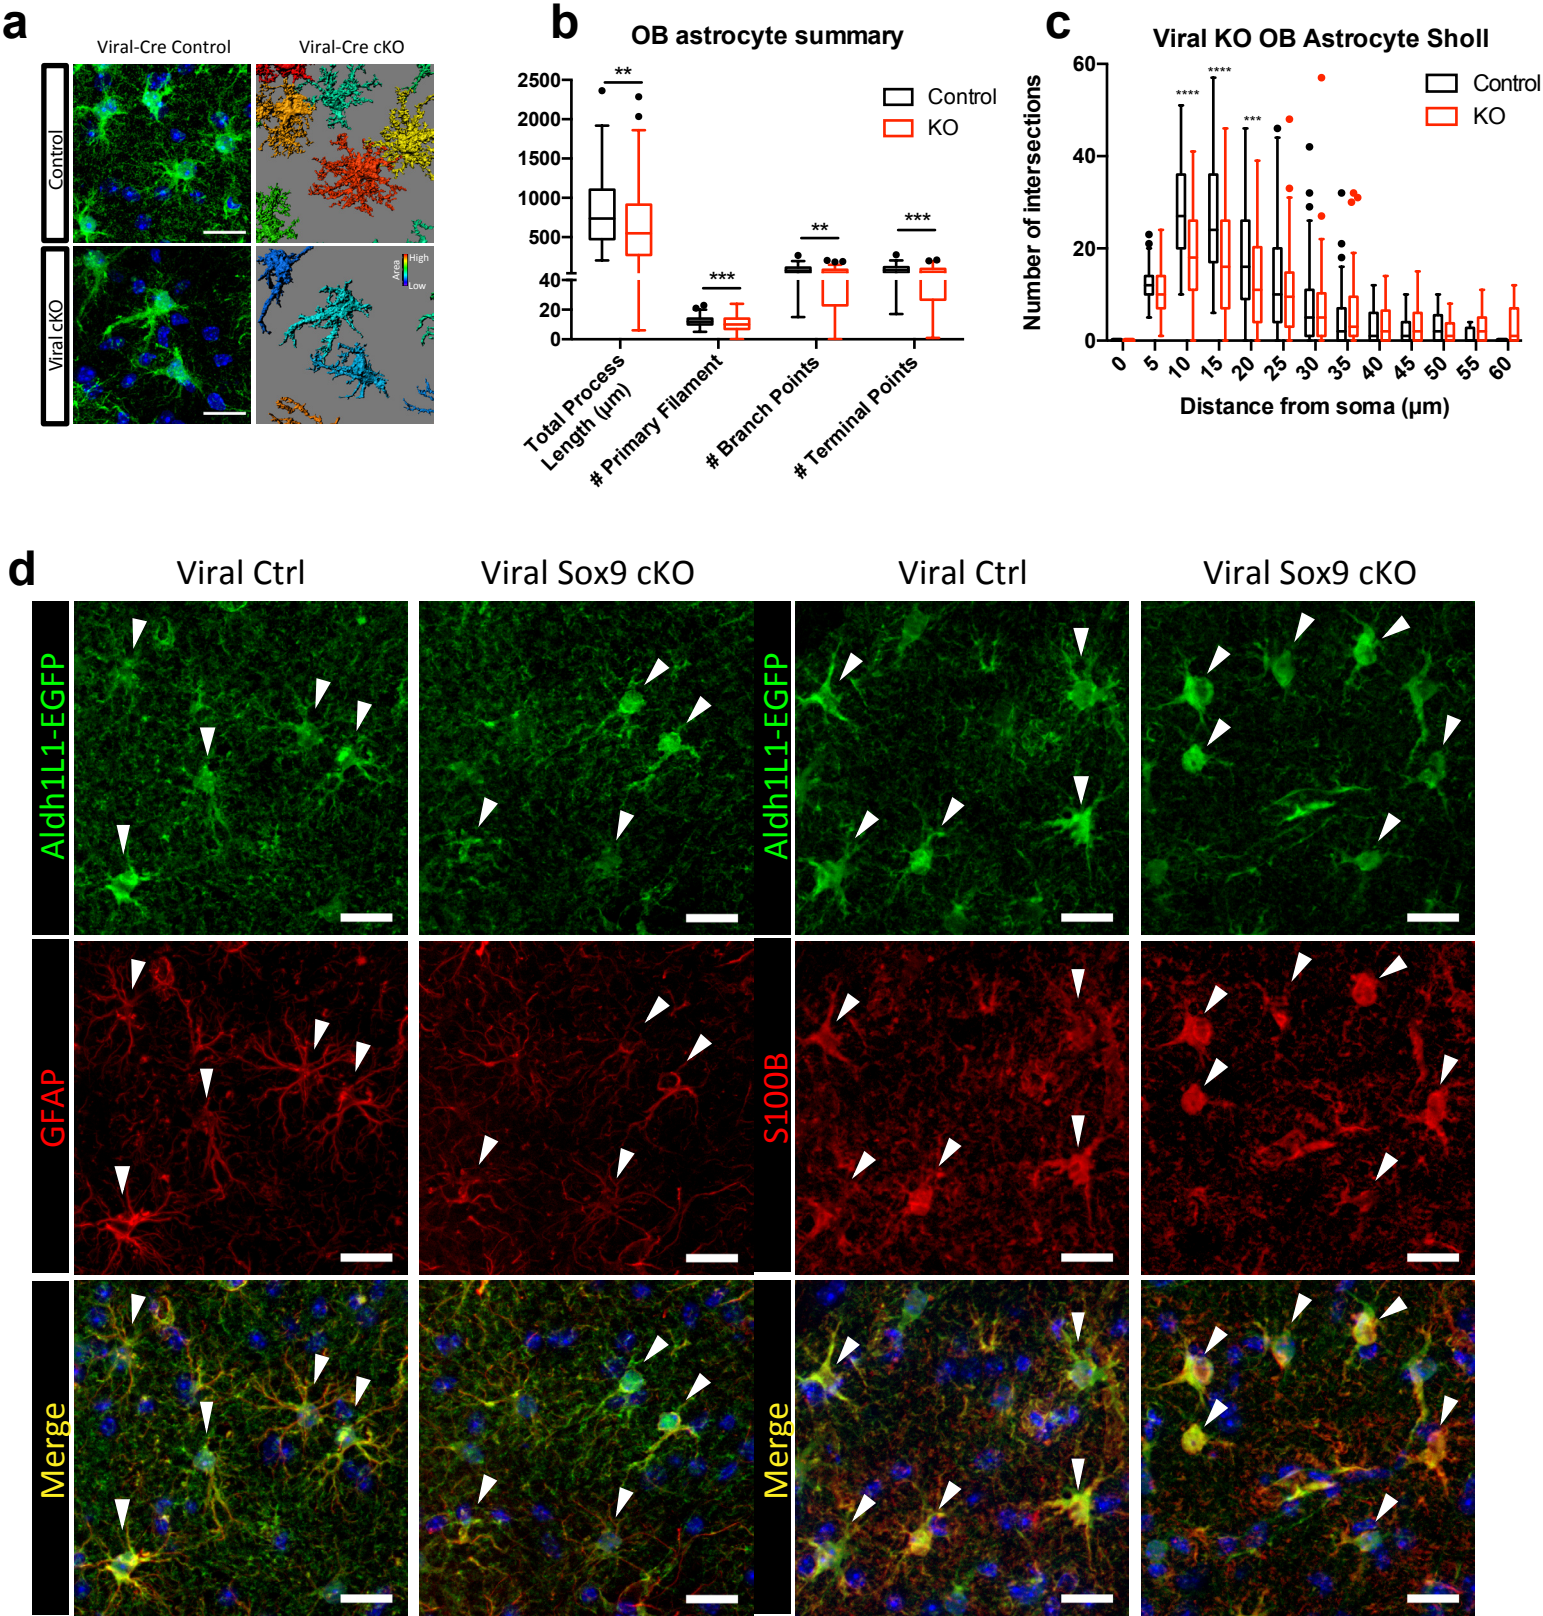

**Supplemental Figure S3. Viral KO of Sox9 in OB astrocytes results in loss of morphological complexity**

(a) High-resolution imaging and surface rendering of astrocytes in OB shows a decrease in morphological branching in Sox9 KO vs controls.

(b-c) Quantification of (a).  $n = 87$  cells (control) and  $n = 94$  cells (Sox9 KO) from  $N = 4$  mice, respectively.  $p = 0.0021$ ,  $0.0004$ ,  $0.0010$ , and  $0.0008$  for total process length, # primary filaments, # branch points, and # terminals points, respectively;  $***p = 0.0004$ ,  $****p < 0.0001$  for Sholl analysis. 2-way ANOVA with Sidak's multiple comparison correction. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Scale bar,  $20\ \mu\text{m}$ .

(d) Staining with GFAP and S100B confirms loss of morphological complexity with Sox9 KO in astrocytes.  $N = 3$  mice. Scale bar,  $20\ \mu\text{m}$ .

# Ung et. al. Supplementary Figure 4

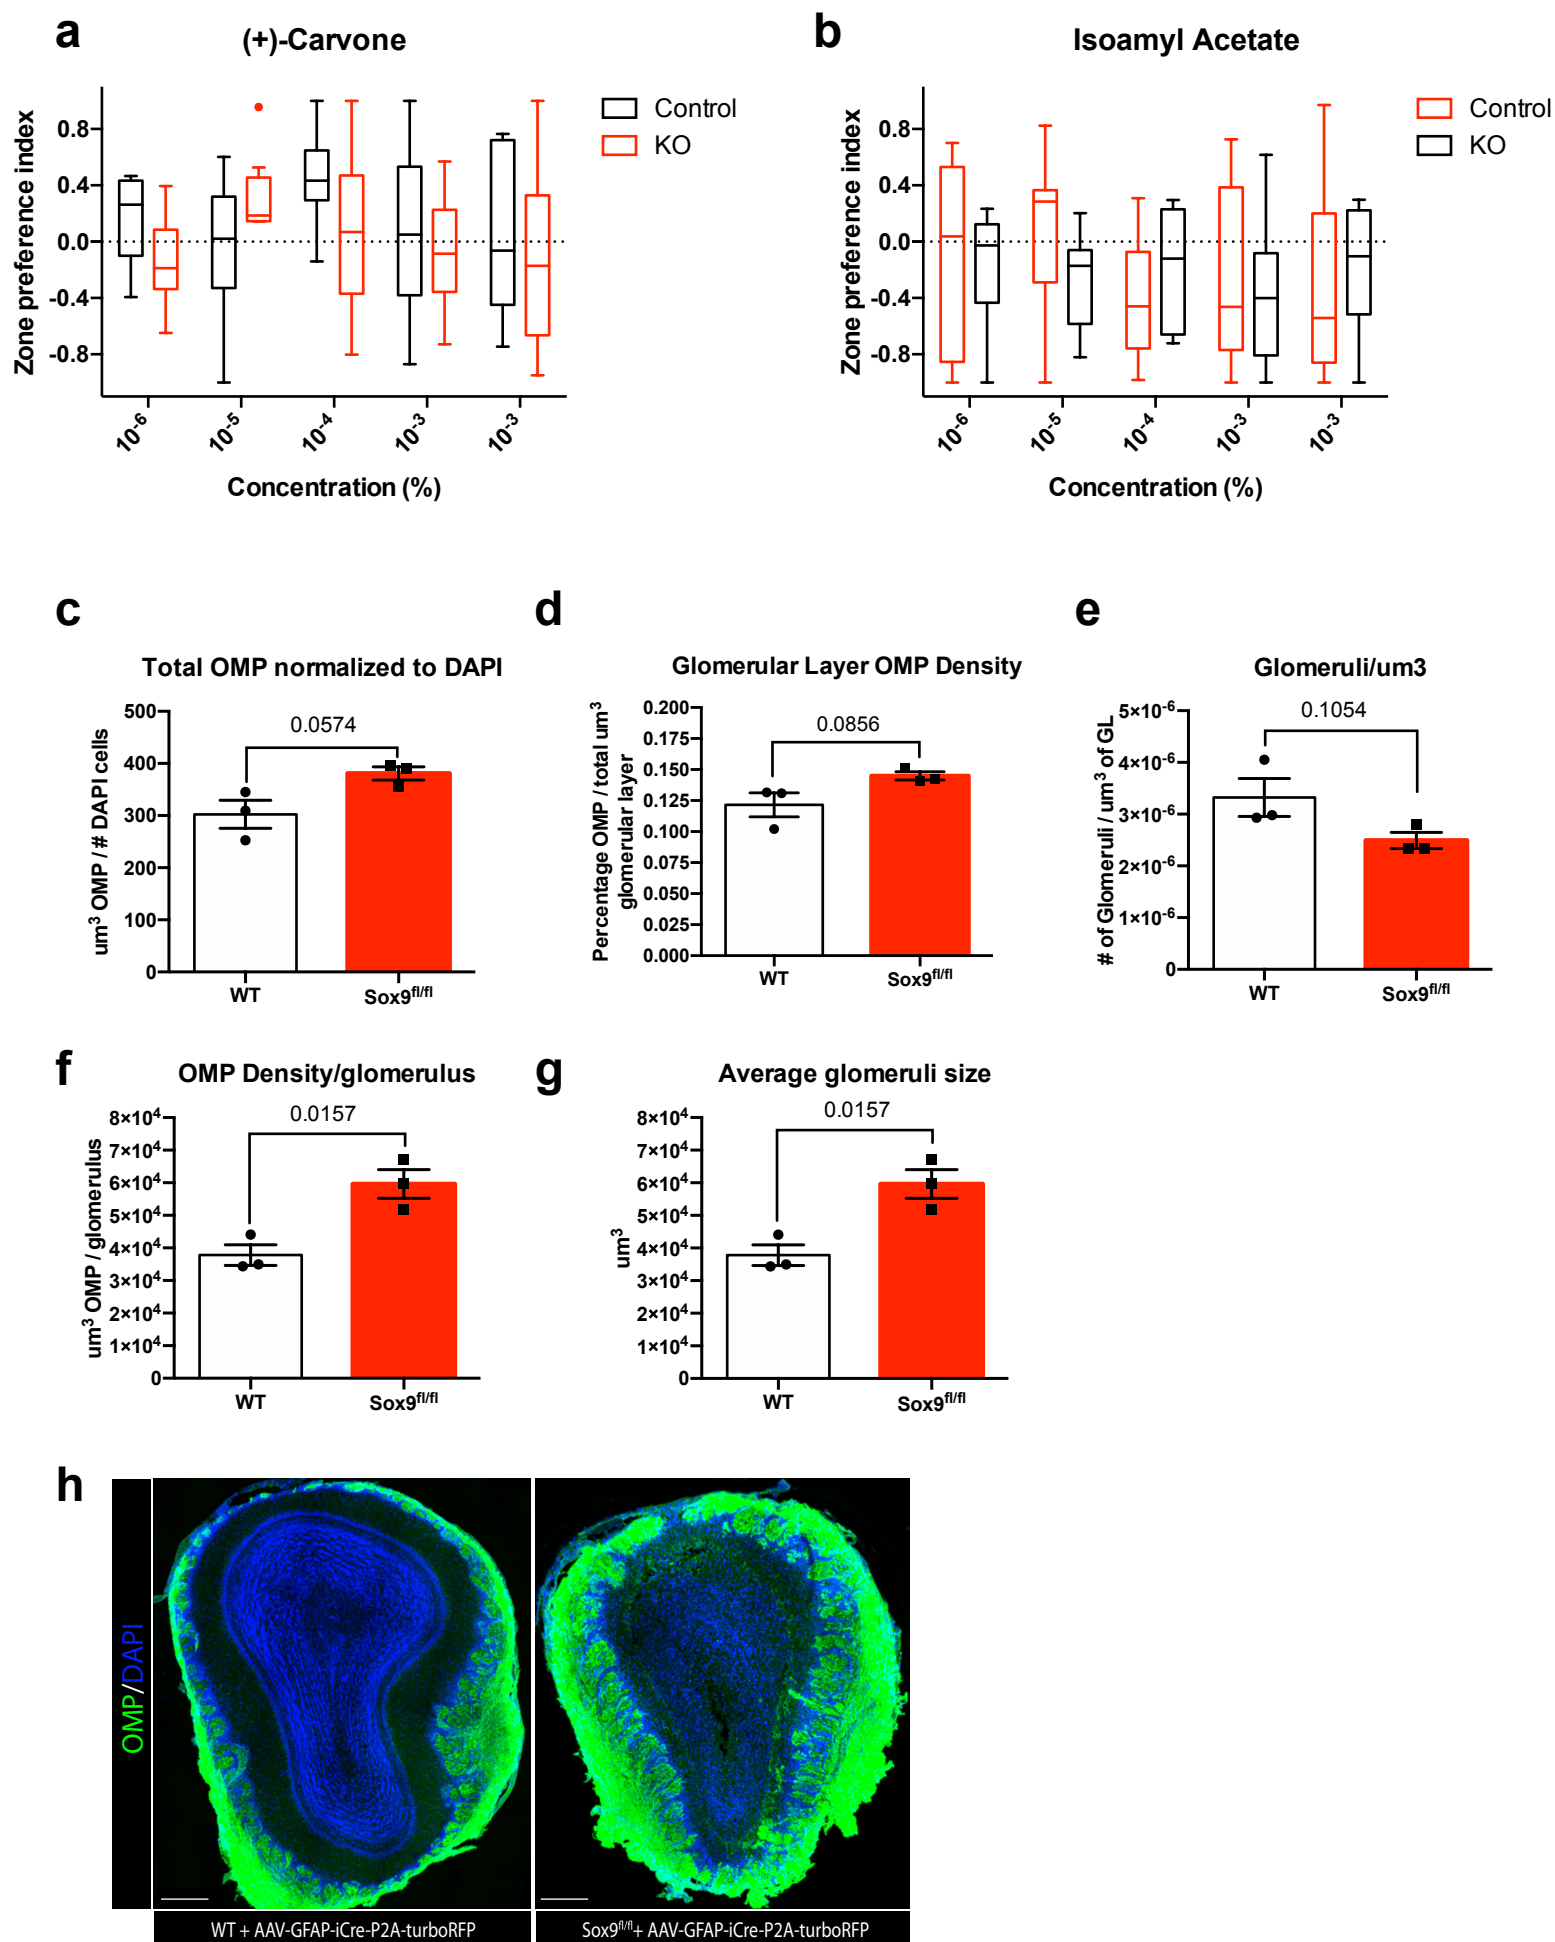

#### **Supplemental Figure S4. Odor preference is not indicative of sensitivity changes.**

(a) Mice with Sox9 knocked out of OB astrocytes may be more sensitive to (+)-Carvone than control mice. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Two-way RM ANOVA with Bonferroni's multiple comparison's test (main effect of group,  $F(1,16) = 0.8905$ ,  $p = 0.3594$ ; group X concentration interaction  $F(4,64) = 2.190$ ,  $p = 0.0800$ ). Mice spent more time in the chamber investigating the odor upon detection of (+)-Carvone.

(b) Mice with Sox9 knocked out of OB astrocytes showed no significant change in odor sensitivity to isoamyl acetate, a non-preferred odor, compared to control mice. Data are presented as box plots displaying interquartile range and median with Tukey whiskers. Two-way RM ANOVA with Bonferroni's multiple comparison's test (main effect of group,  $F(1, 16) = 0.04623$ ,  $p = 0.8325$ ; group X concentration interaction  $F(4,64) = 1.270$ ,  $p = 0.2911$ ).

(c-g) Quantification of olfactory marker protein (OMP) in the glomerular layer of OBs with Sox9 KO of astrocytes or in control OBs from  $N = 3$  mice per group. Two-sided Student's t-test. Data are presented as mean values  $\pm$  SEM.

(h) Representative image of OMP staining in control OB (left) vs OB with Sox9 KO of astrocytes (right). Scale bars, 300  $\mu$ m (left) and 200  $\mu$ m (right).

# Ung et. al. Supplementary Figure 5

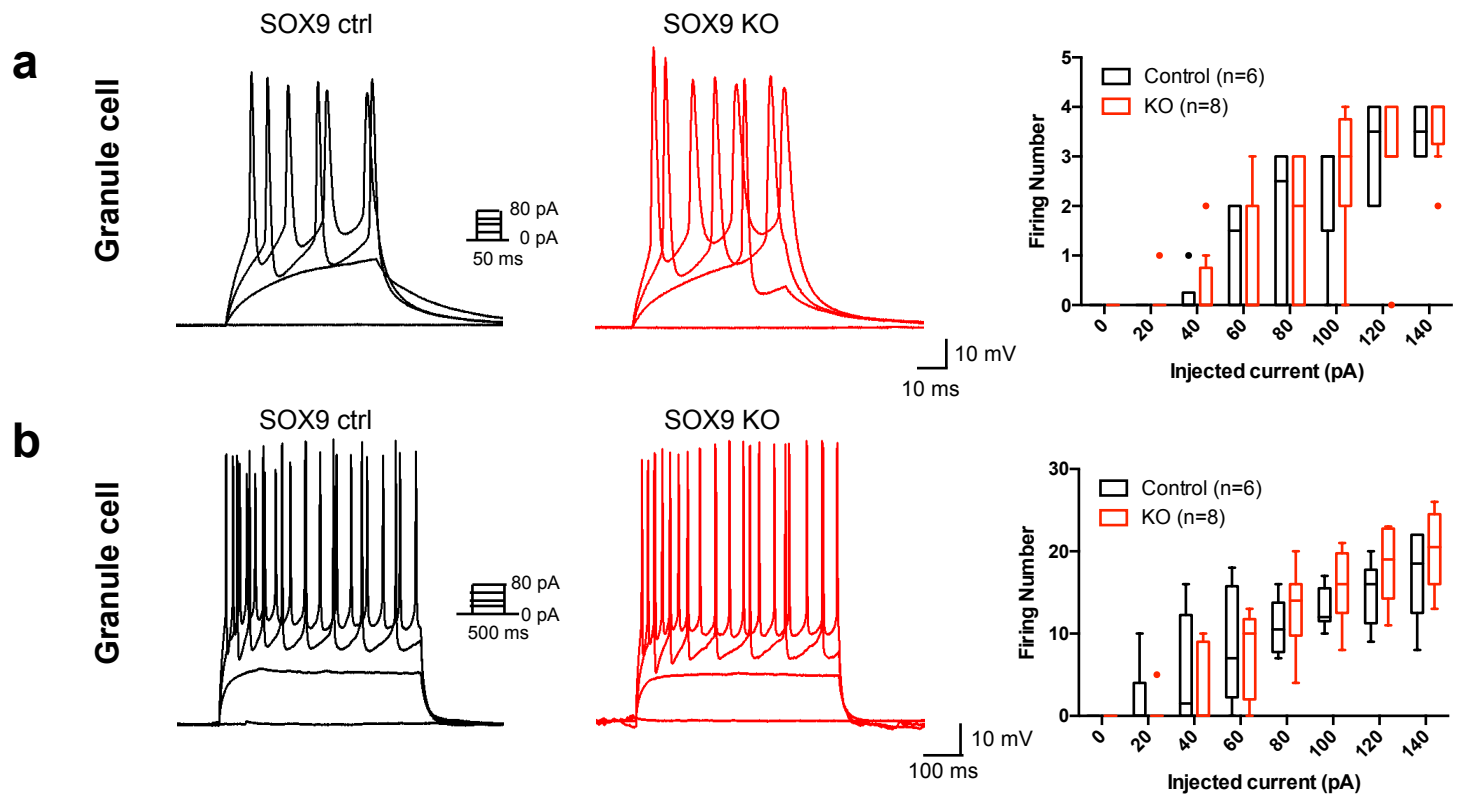

## Supplemental Figure S5. Electrophysiological recordings showed no changes to intrinsic properties granule cells.

(a-b) Whole-cell patch clamp electrophysiology of granule cells revealed no changes in firing rate from stepped current injections (top, 50ms; bottom, 500ms) with Sox9 KO in astrocytes vs control astrocytes. 2-way ANOVA with Sidak's multiple comparison correction. Data are presented as box plots displaying interquartile range and median with Tukey whiskers.

Ung et. al. Supplementary Figure 6

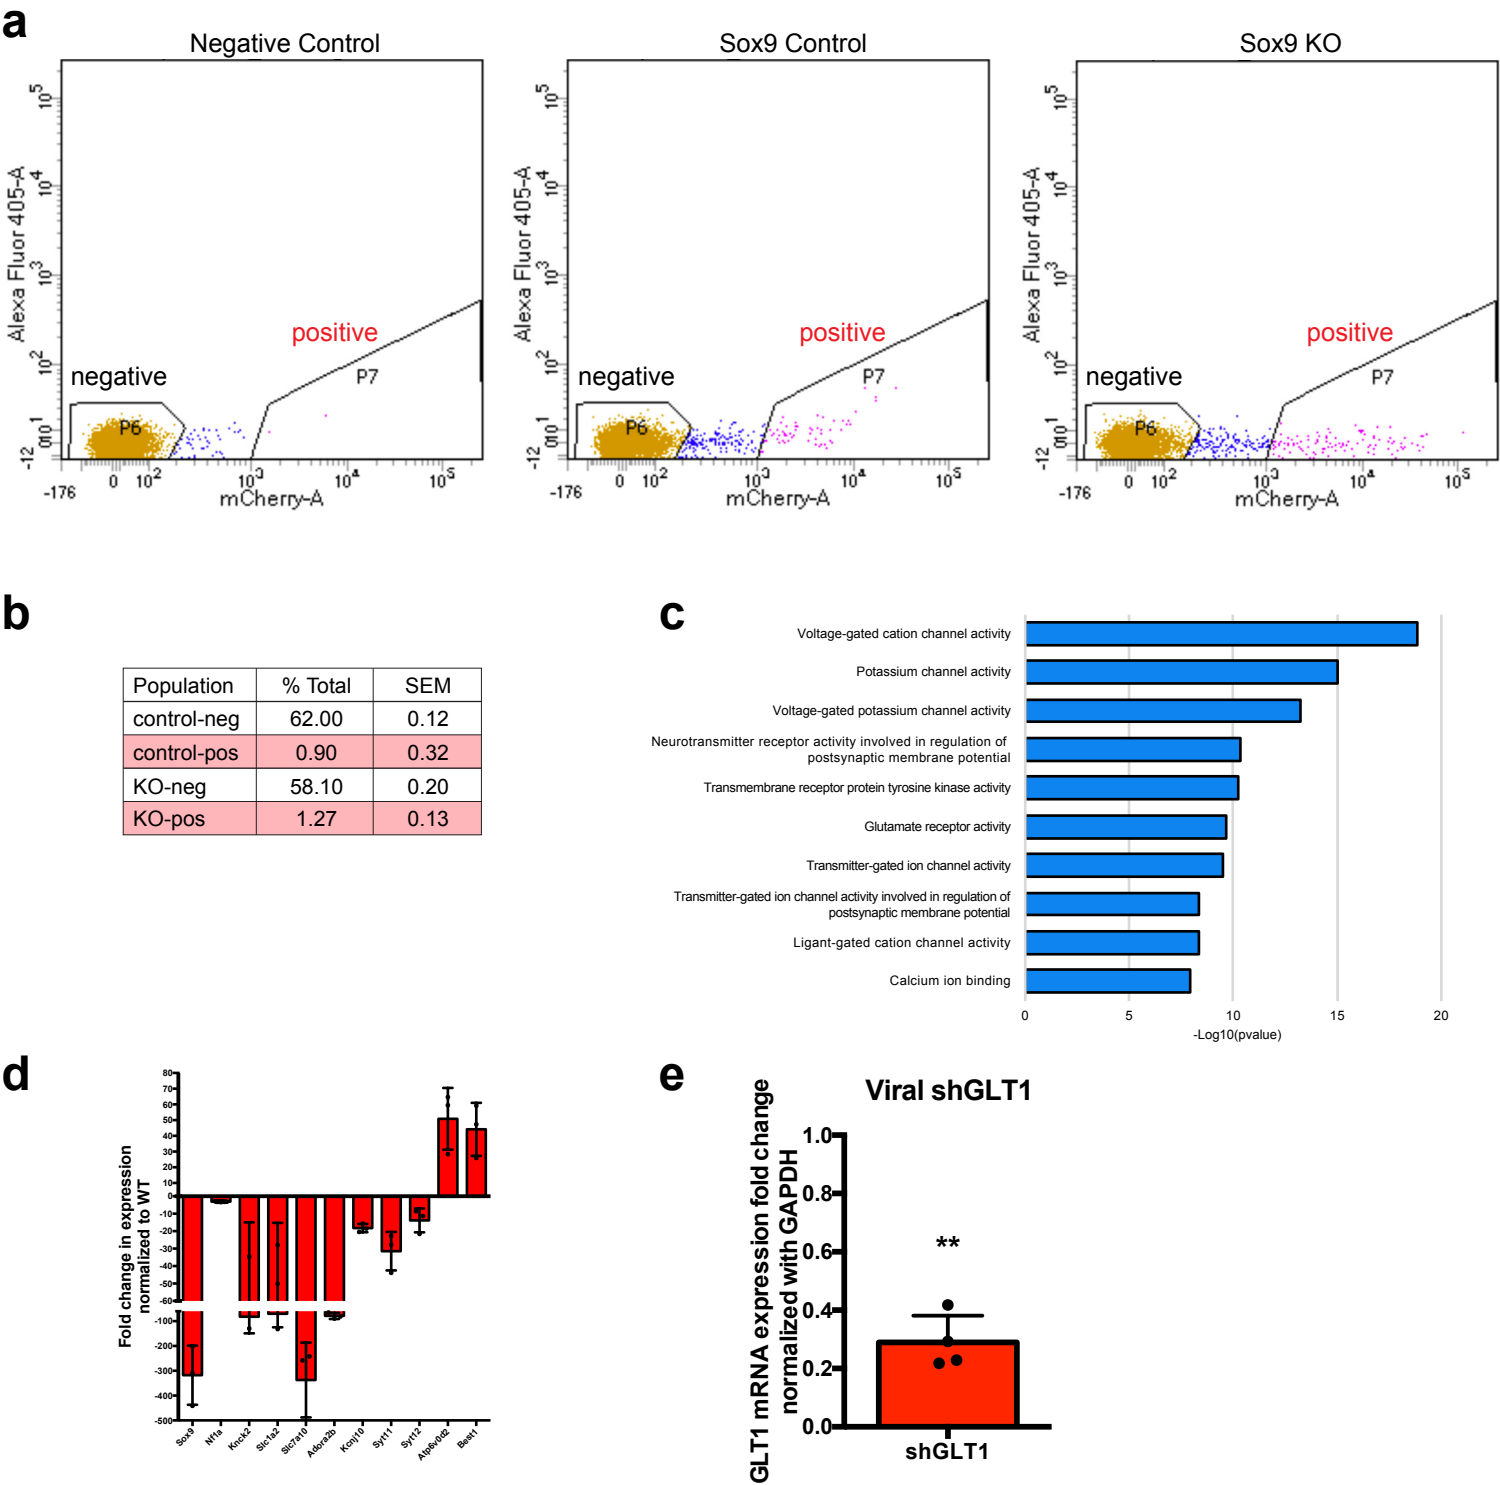

**Supplemental Figure S6. GO analysis of Sox9 results in upregulation and downregulation of genes associated with many cellular functions.**

(a) FACS plots show negative and positive populations from negative control olfactory bulb (left), Sox9 control olfactory bulb (middle), and Sox9 cKO olfactory bulb (right).

(b) Table shows percentage of negative and positive populations in total cells.

(c) Downregulated genes from Sox9 deletion revealed GO terms associated with a range of cellular functions.

(d) qRT-PCR of select genes from RNAseq verifying changes in expression levels of mRNA transcripts. Data are presented as mean values  $\pm$  SEM.

(e) GLT1 mRNA normalized to GAPDH was significantly reduced in shGLT1 injected tissue compared to shScramble. \*\* $p < 0.01$ . Two-sided Student's t-test. Data are presented as mean values  $\pm$  SEM.

# Ung et. al. Supplementary Table 1

| Gene     | Forward primer          | Reverse primer          |
|----------|-------------------------|-------------------------|
| Slc6a1   | GAAAGCTGTCTGATTCTGAGGTG | AGCAAACGATGATGGAGTCCC   |
| Kcnk2    | CCGAGGCTCTCATTCTCCTCA   | AGGACGACCACCAGGAAAATC   |
| Sypl2    | CATGCGGAGTCCCGGATTC     | CAGAGTTCTGGAAAGGTTACACC |
| Adora2b  | AGCTAGAGACGCAAGACGC     | GTGGGGGTCTGTAATGCACT    |
| Adora1   | TGTGCCCCGAAATGTACTGG    | TCTGTGGCCCAATGTTGATAAG  |
| Slc7a10  | GGGTTTGGCCCTCTTCGTC     | GACATAGGCGTAGTCCCCAC    |
| Kcnj10   | GTCGGTCGCTAAGGTCTATTACA | GGCCGTCTTTCGTGAGGAC     |
| Kcnn3    | TGTTGCACTCTTCTCCCACG    | GGTCATTGAGATTTAGCTGGCT  |
| Slc1a2   | GCACGAGAGCTATGGTGTATTAC | GTTTGGGATTACCTGGGTGGA   |
| Atp6v0d2 | CAGAGCTGTACTTCAATGTGGAC | AGGTCTCACACTGCACTAGGT   |
| P2ry14   | AGCAGATCATTCCCGTGTTGT   | AGCCACCACTATGTTCTTGAGA  |
| Adora3   | AAGGTGAAATCAGGTGTTGAGC  | AGGCAATAATGTTGCACGAGT   |
| Best1    | ACACAACACATTCTGGGTGC    | CGCAAAGTACACACCTCATTCA  |
| Syt11    | GAGATCACAAATATACGCCCCAG | GCAGCACGTCCACACAAAG     |
| Syt12    | GGAGGTGGGTGTCTATGCTG    | CTGGTCATTCCAAGGAGGGAC   |
| Nfia     | GCCCGGCAGTTATGTATTCTC   | GGTTGAACCATGTGTAGGCGA   |
| ActinB   | TAACAGTCCGCCTAGAAGCA    | GCAAGCAGGAGTACGATGAG    |

**Supplementary Table 1. qRT-PCR primers used for verification of RNA-seq data**

# Supplementary material for: Olfactory bulb astrocytes mediate sensory circuit processing through Sox9 in the mouse brain
**Source:** Nat Commun. 2021 Sep 1;12:5230. doi: 10.1038/s41467-021-25444-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Quant Studio 3 qPCR Data Analysis Software, pCLAMP, SnapGene, ZEN3.1, FIJI, QuPath, Leica Application Suite, Q Capture Pro 7, RStudio 1.4, fastQC (v0.10.1), MultiQC (v0.9), STAR (v2.5.0a), samtools (v1.32.2), Genomic Alignments (v1.16.0), GenomicFeatures (v1.32.2), DESeq2 (v1.20.0)                                                                                                                                                                       |
| Data analysis   | Statistical analyses were performed in GraphPad Prism 9.1. Automated ROI detection for calcium imaging was performed with GEClquant in FIJI 2.1.0/1.53c and analysis was performed using custom MATLAB (R2018b) script. Automated detection for mouse behavior was performed with OptiMouse in MATLAB. Single cell RNAseq analysis was performed in Seurat (version 2.2.1). Two-dimensional visualization of the multi-dimensional data set was done with t-SNE. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study that are necessary to interpret, verify, and extend the research are provided in Figs. 1-6, Supplementary Figs 1-6, Supplementary Table 1, and the Source Data file. The single-cell RNA sequencing data used in this study are available in the GEO database under accession code GSE121891 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121891>]. The FACS-sorted RNA sequencing data generated in this

study have been deposited in the GEO database under accession code GSE180840 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180841].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No estimates of statistical power were performed before experiments; animal numbers were minimized to conform to ethical guidelines while accurately measuring neuronal (electrophysiology) or behavioral responses and our sample sizes are similar to those reported in previous publications (Quast et al., 2015, Breton-Provencher et. al., 2009) |
| Data exclusions | For electrophysiological recordings, recordings with changes in access resistance of more than 25% were excluded. This exclusion criteria was pre-established because large changes in access resistance affects the quality of voltage clamp recordings.                                                                                             |
| Replication     | Olfactory behavior tasks were performed on multiple sets of odorant stimuli on different days such that behavior can be generalized. Experiments were performed once per odor for a set of 3 different odors with all replication attempts successful.                                                                                                |
| Randomization   | Littermate animals were randomly selected into the control or experimental groups.                                                                                                                                                                                                                                                                    |
| Blinding        | Analysis was performed blind to manipulation, including in data which automated analyses were performed.                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary: ck-anti-GFP (ab13970, abcam), rb-anti-Sox9 (Ab5535, Millipore), anti-OMP (019-22291, WAKO)<br>Secondary: 647 anti-goat (#A21447, Lot 2045332, Life Technologies), 647 anti-chicken (#A-21449, ThermoFisher), 647 anti-rabbit (#A21244, Lot 1990307, LifeTechnologies)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Validation      | anti-GFP references: <a href="https://www.abcam.com/gfp-antibody-ab13970.html">https://www.abcam.com/gfp-antibody-ab13970.html</a><br><br>anti-Sox9 references: <a href="https://www.emdmillipore.com/US/en/product/Anti-Sox9-Antibody,MM_NF-AB5535#anchor_REF">https://www.emdmillipore.com/US/en/product/Anti-Sox9-Antibody,MM_NF-AB5535#anchor_REF</a><br><br>anti-OMP references: <a href="https://labchem-wako.fujifilm.com/asia/product/detail/W01W0101-2229.html">https://labchem-wako.fujifilm.com/asia/product/detail/W01W0101-2229.html</a><br><br>647 anti-goat references: <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447">https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447</a><br><br>647 anti-chicken references: <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-21449">https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-21449</a><br><br>647 anti-rabbit references: <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21244">https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21244</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were housed with food and water available ad libitum in a 12-hour light/dark environment. Both male and female mice were used for all experiments, and mice were randomly allocated to experimental groups. For ex vivo and in vivo experiments, adult mice aged 8-12 weeks were used, unless otherwise described.<br>Aldh1l1-GFP: STOCK Tg(Aldh1l1-EGFP)OFC789Gsat/Mmucd<br>Sox9fl/fl: B6.129S7-Sox9tm2Crm/J<br>Thy1-GCaMP3: B6;CBA-Tg(Thy1-GCaMP3)6Gfng/J<br>CAG-CreER: B6.Cg-Tg(CAG-cre/Esr1*)5Amc/J |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All procedures performed on mice were carried out in accordance with the ethical guidelines of the National Institutes of Health and approved by the institutional review board (IACUC Baylor College of Medicine) under protocol #AN-5596.                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sox9fl/fl and Sox9+/+ mice with AAV-GFAP-iCre-P2a-TurboRFP injection in olfactory bulbs were used to purify astrocytes by fluorescence-activated cell sorting (FACS). Four weeks after the injection, olfactory bulbs from the mice were dissociated following published protocols with slight modifications. Briefly, the olfactory bulbs from 6 mice (3 control and 3 KO males) were dissected and digested for 15 min at 37°C with 0.5 mL papain solution (1x EBSS (Worthington), 230 U/ml DNase (Worthington), 25 U/ml papain (Worthington)) in 1.5mL microcentrifuge tubes on the thermomixer with 1400 rpm shaking. After digestion, the tissue was neutralized with DMEM/F12 + 10% FBS solution (ThermoFisher) and centrifuged at RT at 4200 x g for 5 min. The resultant pellet was washed by PBS and re-suspended in FACS buffer (Leibovitz's L-15 Medium with 0.01M HEPES, 0.0025% DNaseI), and filtered with tubes with cell-strainer caps (FALCON). FACS was performed in a FACSaria I (BD Bioscience, 100-µm nozzle and 20-p.s.i. setting), and astrocytes were separated by TurboRFP. FAC-sorted cells were collected in RLT lysis buffer (QIAGEN) with 1% beta-mercaptoethanol. |
| Instrument                | FACSaria I                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                  | BD FACSDiva Software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | Cells were sorted directly into lysis buffer. As such purity was not confirmed by post-sorting. Purity was instead confirmed through RNAseq by cross validation with known cell-type markers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Gating strategy           | From the starting cell population, we preliminarily collected cells based on FSC-A vs SSC-A. From these cells, we collected all singlets based on FSC-A vs FSC-H. From the FSC singlets, we collected all singlets based on SSC-W vs SSC-H. A negative boundary was established through use of a wild-type mouse without AAV injection. This provides the fluorescent intensity boundaries for non-fluorescent cells. 

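Marker lists of 15 cell types or states, chosen from general knowledge, were read in the 3 control and 3 Sox9 KO libraries. In control, the 20 astrocyte markers included Slc1a3 at 65973 ± 3788 and Glul at 62259 ± 2146 normalized counts (SD, n = 3), while the microglia and macrophage marker Csf1r stood at 36390 ± 4827 and the neuron marker Snap25 at 8498 ± 1323. Markers of other cell types were thus counted in the control libraries too. In KO, all 20 astrocyte markers were lower than in every control, with a median log2 fold change of −3.97 and a camera adjusted p of 3.8e-13 over 17 lists. Slc1a3 stood at 10062 ± 1135 and Glul, the astrocyte marker that fell least, at 29593 ± 869. All 17 microglia and macrophage markers were higher in every KO library than in every control, with a median log2 fold change of 1.98 (camera adjusted p = 1.4e-10 from limma). Among them Ctss rose from 32300 ± 2371 to 210950 ± 28899 normalized counts and Csf1r to 145495 ± 22233 (SD, n = 3 each). Of 13 border macrophage and monocyte markers, 8 were higher and 3 were lower in every KO library (median 1.66, camera adjusted p = 0.024). Within that list Cd74 rose from 2521 ± 512 to 89713 ± 37878 and H2-Aa from 1475 ± 284 to 57655 ± 24258, while the mean of Lyz2 went from 13435 to 81724. The list lost its camera call after quantile normalization.

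The other lists moved down or did not differ. Of 13 neuron markers, 12 were lower in every KO library (median −2.51, camera adjusted p = 0.00021), with Snap25 at 1554 ± 604 in KO, Syt1 falling by 2.75 and Gad2 by 2.77 on the log2 scale. Of 12 oligodendrocyte markers 11 were lower in every KO library (median −1.67, camera adjusted p = 0.0024), and of 6 oligodendrocyte precursor markers 5 were (median −2.57, camera adjusted p = 0.019). The lists of endothelial cells (11 genes, median −1.12), mural cells (8 genes, median −0.63), olfactory ensheathing cells (4 genes, median −0.82) and ependymal cells (5 genes, median −1.04) had a camera adjusted p of 0.300 each, in limma. With each library left out in turn, the olfactory ensheathing cell median lay between −1.12 and −0.48. Neutrophil markers (5 genes, median −2.46, camera adjusted p = 0.241) were high in control replicate 2, and without that library their median was −1.57. For erythroid cells only Alas2 was tested (log2 fold change −1.88, camera adjusted p = 0.599), and the hemoglobin genes of that list are listed at 0 in all 6 libraries. T and NK lymphocyte markers (9 genes, median 0.55, camera adjusted p = 0.731) and B lymphocyte markers (4 genes, median 0.81, camera adjusted p = 0.677) stayed low, with at most 378 ± 136 normalized counts in KO, for Cd79b. With each library left out in turn, the T and NK median lay between 0.12 and 0.96. The B lymphocyte median then lay between 0.32 and 1.36. Reactive astrocyte genes went in both directions (9 genes, median −1.92, camera adjusted p = 0.677), with a log2 fold change of −2.00 for Vim, 3.66 for C3 and 2.55 for Cp. Of the 9 genes, 6 were lower and 3 were higher. Because microglia and macrophage markers rose in the same libraries, these rises cannot be assigned to astrocytes.

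Under fry the astrocyte, neuron, microglia, border macrophage, oligodendrocyte and oligodendrocyte precursor calls held, and the mural and ependymal lists were also called (adjusted p = 0.019 and 0.004 from limma). With the inter-gene correlation estimated from the 6 libraries camera called none of the 17 lists, the smallest adjusted p being 0.196, while at an unadjusted p the astrocyte list (0.026) and the microglia list (0.012) would pass, in limma. Slc1a2 is the only gene of these lists that the paper names in its text from these libraries, and no gene stands in more than 1 list.

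**Figure D3:**
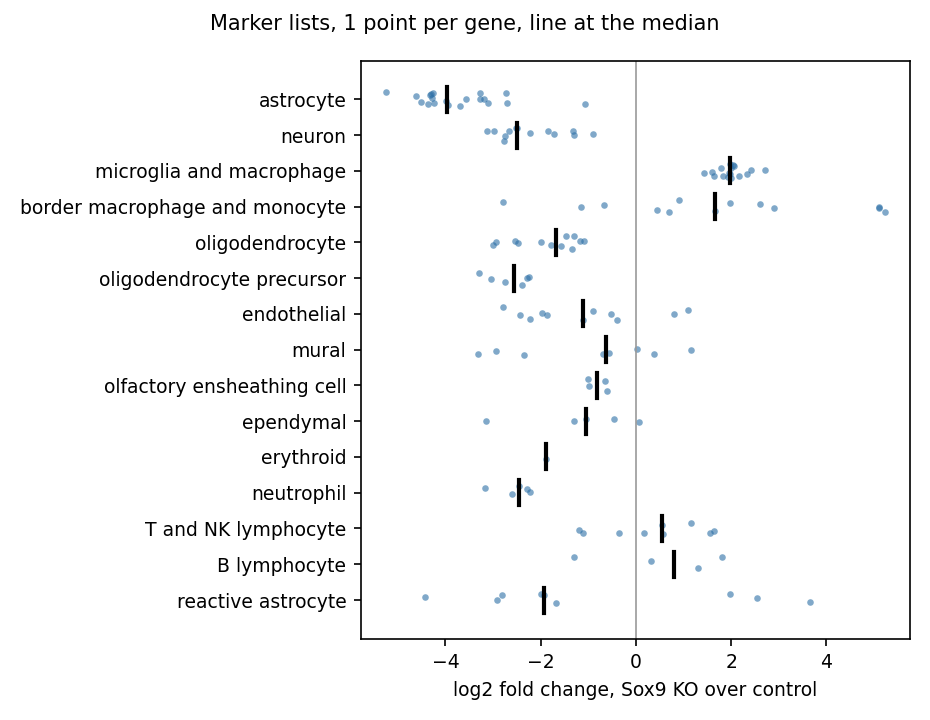
Log2 fold changes of Sox9 KO over control for each marker gene of 15 cell types or states, 1 point per gene with the list's median as a black line; the spread of points across a line's height has no meaning. All 20 astrocyte markers lie below 0 and all 17 microglia and macrophage markers lie above 0.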

The established fluorescent boundary was confirmed with RFP+ cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

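Gene expression was measured by RNA-seq in TurboRFP-positive cells sorted from the olfactory bulbs of 3 control and 3 Sox9 KO mice, with 1 library per mouse. The authors mapped the reads to mm10 with STAR, counted them per gene with GenomicAlignments and GenomicFeatures and normalized them with DESeq2; the paper also states that the alignments were normalized for sequencing depth with samtools. The deposited signal values are 1 number per gene and library. They are named RPM, but the values show that they are read counts divided by 1 size factor per library: in each library 100% of the values were whole multiples of its smallest step within 0.01 read, and the median-of-ratios factors computed from the recovered reads equalled the inverse of the steps. They are called normalized counts here. A pseudocount of 1 and a minimum mean of 1 had been chosen for values in RPM, and both were kept as numbers on the normalized counts. In KO replicate 1 the step is close to 1, and it was set from the full digits of the values.

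Each library lists 24421 gene symbols. Of these, 27 are dates, as a spreadsheet writes some gene names, and they were left as they are. In the RefSeq annotation of mm10, 23204 symbols (95.0%) were found, which gave the coordinates printed here. The recovered reads on genes came to between 18242129 and 86906527 per library, and between 17734 and 18625 genes were above 0. The value of 1 read sets the smallest step that a library can show. No column of the deposited tables was left unused.

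Genes with a mean of at least 1 over the 6 libraries (18413 genes, with 6008 left out) were compared between KO and control with limma 3.58.1 in R 4.3.3, on log2(normalized count + 1), with a trend of variance on mean expression and two-sided moderated p-values. The paper's thresholds are a p of 0.05 and 1.5-fold, and whether its p was adjusted is not given in the sources used here. They were applied to the unadjusted p, and the same fold change was also used with Benjamini-Hochberg adjusted p-values over all genes tested. The recovered reads were tested as well with edgeR 4.0.16 (quasi-likelihood test with TMM factors) and with DESeq2 1.42.0. Fold changes are KO over control.

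The gene lists of the paper's GO terms were not used here. In their place, 6 families were defined from gene symbols: potassium channels, voltage-gated cation channels, glutamate receptors, calcium-binding proteins, actin-binding proteins, and guidance and cell morphogenesis genes, with 400 different genes tested. Marker lists of astrocytes, neurons, microglia and macrophages, border macrophages and monocytes, oligodendrocytes, oligodendrocyte precursors, endothelial cells, mural cells, olfactory ensheathing cells, ependymal cells, erythroid cells, neutrophils, T and NK lymphocytes, B lymphocytes, reactive astrocytes, and of male and female sex made 17 lists from general knowledge. Families and lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 6 families or over the 17 lists, and again with an estimated correlation and with fry. A gene counted as called in a family or list at an adjusted p of 0.05 and 1.5-fold.

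The genes named are those the paper names for this experiment (Sox9, Slc1a2, Syt11, the genes of Fig. S6d and Supplementary Table 1 and the 2 reference genes of its qPCR), the genes of Fig. 1b, the 5 genes with the largest log2 fold change in each direction among genes with an adjusted p under 0.05 and groups that did not overlap, and in each family or list at most the 3 members with the highest mean. The fold changes drawn in the paper's figures had been seen when this rule was set. Cd163, Lyve1, Pf4, H2-Ab1, St6galnac2 and Rn45s lie outside this rule and were chosen after their values were seen.

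The tests were checked on simulated data with 3 libraries against 3, in which 200 of 18127 genes were changed by 1 on the log2 scale. At an adjusted p of 0.05, limma recovered 103 of the 200 genes, edgeR 103 and DESeq2 134, none with the wrong sign, and they called 4, 5 and 28 unchanged genes. A simulated set of 30 genes shifted by 0.5 gave a p of 9.4e-26 in camera, 0.00028 in camera with an estimated correlation and 1.3e-05 in fry, and an unchanged set gave 0.819, 0.808 and 0.676. The simulated genes were drawn independently of each other, and few were changed, while 53.0% of the tested genes were called in the real libraries. The simulation thus cannot show how the tests behave with so many changes or with correlated genes. Alternatives to the pseudocount, the filter, the scaling, the variance model, the block, the tool and the thresholds were tried, and each library was left out in turn. GC content and transcript length were known for 17660 of the tested genes (95.9%). The qPCR, imaging, electrophysiology and behaviour data were not analysed here, and the values of some single genes that the rule above would name are not reported here.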

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

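The tests of GC content and transcript length, sequencing depth, quantile normalization, added microglia, B lymphocytes, shared reads and genes near Sox9 reported in this part were chosen only after the results were seen.

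The paper states that the purity of the sort was checked with cell-type markers in its RNA-seq, and values of microglia and macrophage markers in these libraries are not given in the sources used here. They were higher in KO than in control, with a median log2 fold change of 1.98. All 17 markers were higher in every KO library than in every control library, and all 17 were also above 0 in every control. Removing a trend on GC content and transcript length left the median at 1.94, thinning all libraries to the same depth left it at 1.97, and quantile normalization left it at 1.41, which argues against each of these as the whole cause. Of 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave a camera p as small, a count that cannot exclude chance because 10 splits never give a share under 0.10. More microglia or macrophages in the KO sort may account for part of the rise. All 17 of 17 markers rose, but their log2 fold changes had an SD of 0.306, with a median standard error of 0.112 for a single marker, so they did not rise by 1 common factor. A change of gene expression within the same number of such cells, or expression of these genes in other sorted cells, was not tested and stays open, as does the genotype as its origin.

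Border macrophage and monocyte markers were also higher, with a median of 1.66, but 3 of the 13 (Cd163, Lyve1 and Pf4, named after their values were seen) were lower in every KO library. Part of this list is formed by genes of MHC class II antigen presentation. H2-Aa, H2-Ab1 and Cd74 had a median log2 fold change of 5.11, and H2-Ab1 rose from 754 ± 141 normalized counts in control to 27224 ± 11511 in KO (SD, n = 3 each). This median lies 2.41 above the microglia and macrophage marker that rose most, which argues against more of the same microglia as the whole cause. B lymphocytes, which also express these genes, are argued against by their own markers, whose highest KO mean was 378 normalized counts, for Cd79b. An activated state of microglia or other macrophages in KO, or another population of such cells, may account for it and was not tested.

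The 5 genes that rose most with a pseudocount of 1 are not discussed in the paper. Jchain had a log2 fold change of 7.88, BC018473 of 7.08, Olfr98 of 6.87, H2-M2 of 6.78 and St6galnac1 of 5.76. Of these, H2-M2 was counted in every control and depended little on the pseudocount, with 6.84 at 0.1 and 6.55 at 5, while Olfr98 went to 10.18 and 4.60 and St6galnac1 to 6.99 and 4.61. The ranking changes with it: at a pseudocount of 5, H2-Aa (5.22), H2-Ab1 (5.10), Cd74 (5.09) and Atp6v0d2, a gene of Fig. S6d or Supplementary Table 1, rose more than Olfr98 and St6galnac1. The smallest of the 5 changes was 5.63 after a trend on GC content and transcript length was removed, 5.32 after thinning and 6.26 after quantile normalization, which argues against GC content, length, depth and scaling as the whole cause. Reads shared between related genes stay open for H2-M2, because 22 other H2 genes were called higher too and the values per gene cannot show which reads were shared. Of the other olfactory receptor genes, 109 were tested, 12 were called higher and 8 lower.

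BC018473 and St6galnac1 lie 7.14 kb apart and 3.97 and 3.98 Mb from Sox9, and St6galnac2, in the same region, rose as well (log2 fold change 3.99). A strain variant carried along with the floxed Sox9 allele could raise genes in its neighbourhood. Of 286 tested genes within 10 Mb of Sox9, 3 rose by at least 3 on the log2 scale at an adjusted p under 0.05, against 117 of 17261 elsewhere (two-sided Fisher's exact test, p = 0.449). So few genes leave a strain variant and an effect of the genotype that cannot be told apart, since every KO mouse carries the floxed allele. Olfr98 and H2-M2 lie 217 kb apart on chromosome 17, and whether they share a regulatory cause was not tested.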

How the results depend on the processing

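Total scaling, thinning, the removal of a GC and length trend, the 4-fold thresholds with p 0.01 and the log2 threshold of 1.5 were tests chosen only after the results were seen; all other alternatives, the gene families, the marker lists and the rule for naming genes were set before the data were examined.

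Over 65 results and 29 settings, 1344 of 1387 values kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Of the values of named genes, 776 of 777 did so, under 21 settings. The exception was Actb, which went to −0.0496 after quantile normalization; the cause was not tested. Median-of-ratios scaling changed the number of genes called by 1, to 9756, because the deposited values already carry these factors, so it says nothing about stability.

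Under quantile normalization 3621 of the 4090 genes higher and 3945 of the 5299 genes lower at an adjusted p in limma kept their call, under edgeR 4032 and 4939, and under DESeq2 3950 and 5046. Total scaling without Rn45s left 2718 genes higher in KO at p 0.05 and 1.5-fold and 2629 at an adjusted p, because it shifts all genes down. With a fold threshold of 2, 2613 were higher, and of the genes higher in KO at adjusted p 0.05 and 1.5-fold, 2514 passed 2-fold; with a log2 fold threshold of 1.5, 5266 genes changed, 1462 higher, and 1409 at an adjusted p; with a fold threshold of 4 and p 0.01, limma gave 3351 changed, 588 higher and 2763 lower, DESeq2 3200, 545 and 2655, and edgeR 3129, 614 and 2515. These follow from the stricter thresholds. Leaving out each library in turn gave between 9245 and 9584 changed genes, between 4025 and 4213 higher and between 5220 and 5425 lower.

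The replicate block gave 9642 genes changed at p 0.05 and 1.5-fold. The replicate numbers do not pair the mice, since after removal of the group means libraries of the same number had correlations of −0.051, −0.013 and −0.013. With the block, 4016 of the 4090 genes higher and 5166 of the 5299 genes lower at an adjusted p kept their call, and no call of a named gene, family or marker list changed.

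The median of the actin-binding protein genes went to −0.18 under total scaling and to −0.25 under total scaling without Rn45s, by the shift of all genes. It lay between 0.06 and 0.22 when each library was left out in turn, and its highest value over the settings was 0.24. With camera's correlation estimated from 6 libraries, the families kept their medians of −2.24 (potassium channel genes), −2.24 (voltage-gated cation channel genes), −2.83 (glutamate receptor genes), −2.09 (calcium-binding protein genes) and −1.93 (guidance and cell morphogenesis genes) but lost their calls, as did the astrocyte (−3.97), neuron (−2.51) and microglia and macrophage (1.98) lists and the border macrophage, oligodendrocyte and oligodendrocyte precursor lists; the cause was not tested. Of 357 values of marker lists, 338 kept their direction and call. The border macrophage and monocyte list lost its call after quantile normalization (median 1.82), and fry added the mural and ependymal lists.

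The lists of male sex and female sex differ by library and not by group, and so changed sign. The male sex list went to 0.0569 and the female sex list to −0.18 after quantile normalization, and the female sex list to −0.20 under total scaling and to −0.28 under total scaling without Rn45s. Leaving out libraries gave between −3.67 and 3.33 for male sex and between −2.98 and 3.80 for female sex: 3.33 and −2.98 without control replicate 1, 1.73 and −1.80 without KO replicate 1, and 1.61 and −1.87 without KO replicate 2. Depth limits single genes near the floor, where 1 read is worth between 0.395 and 1.58 normalized counts.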

Differences from the paper's values

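The pairs of thresholds from 2-fold to 4-fold with p 0.01, and 2.83-fold and 4-fold with p 0.05, were tests chosen only after the results were seen, while 2-fold with p 0.05 and p 0.01 with 1.5-fold were set before.

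The paper reports over 2500 differentially expressed genes, 407 higher and 2057 lower in KO, at p under 0.05 and 1.5-fold. At these thresholds limma called 9757 genes, with 4228 genes higher in KO at p 0.05 and 1.5-fold and 5529 lower. None of the alternatives set before the data were examined came within 1.5 times of any of the 3 counts of the paper; the closest to each were 7315 changed and 2613 higher with 2-fold, and 4292 lower after quantile normalization. Of 6 pairs of thresholds (2-fold, 2.83-fold and 4-fold, each with p 0.05 and with p 0.01) tried with limma and DESeq2, only 4-fold with p 0.01, a pair chosen after seeing the values, came within 1.5 times of all 3 counts, with 3351 genes (588 higher, 2763 lower) in limma and 3200 (545 higher, 2655 lower) in DESeq2. Of the 14 genes of Fig. S6d and Supplementary Table 1, 4-fold with p 0.01 leaves out Nfia, at a log2 fold change of −1.01. The volcano plot of Fig. 5a draws its line at a p of 0.01, while the text of the paper gives 0.05 and 1.5-fold. Whether the paper's p was adjusted is not given in the sources used here; at an adjusted p of 0.05 and 1.5-fold limma called 4090 genes higher and 5299 lower, also more than 1.5 times the paper's counts. Also chosen after seeing the values, edgeR at 4-fold and p 0.01 gave 3129 genes and 2515 lower, within 1.5 times of the paper, and 614 higher, beyond it, and quantile normalization at these thresholds gave 2944 genes and 1863 lower, within it, and 1081 higher, beyond it. With 4-fold and p 0.05, the changed and lower genes came within 1.5 times (3567 and 2921 in limma, 3514 and 2895 in DESeq2) and the higher genes did not (646 and 619).

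The paper gives approximately 40 M sequenced reads per sample. The reads on genes recovered here came to 20.8 M and 18.2 M in control replicates 1 and 3, and to 86.9 M and 22.5 M in KO replicates 2 and 3, each more than 1.5 times away from the paper's 40 M. Control replicate 2 (44.7 M) and KO replicate 1 (38.3 M) were within it. Reads on genes are only part of the reads sequenced.

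For its RNA-seq the paper states 3 control and 3 KO males. Reads of Y-linked genes at a male level were found in 1 control library (replicate 1) and in 1 KO library (replicate 3). Elsewhere the paper states that both sexes were used for all experiments.

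The paper states that genes of astrocyte structure and morphology were downregulated, and Fig. 5b draws actin binding and the regulation of the cytoskeleton as increasing. Of 62 actin-binding protein genes, 31 were lower and 31 higher, with a median log2 fold change of 0.01. This median turned negative under total scaling with and without Rn45s. It lay between 0.06 and 0.22 when each library was left out in turn. Of 66 guidance and cell morphogenesis genes, 59 were lower, with a median of −1.93. Microglia and macrophage markers were higher and astrocyte markers lower in the same KO libraries. These counts thus do not show which way such genes moved within astrocytes.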

Other observations

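Set before the results were seen were the tests of fewer astrocytes with more microglia, of more neurons in the control sort, of the other splits and of the Sox9 level of each library, while the tests of more neurons in the control sort as the whole cause, of a lower share of astrocytes alone, of equal dilution, of GC content, depth and quantile normalization, of Sox9, Slc1a2 and Syt11 against other markers, of the glutamate receptors against the neuron markers and of the sex genes were chosen only after the results were seen.

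Astrocyte markers were lower in every KO library. A trend on GC content and transcript length, sequencing depth and the scaling are argued against as the whole cause, since the astrocyte median was −3.97 with the trend removed, −4.04 after thinning and −4.11 after quantile normalization. More neurons in the control sort are left open by the neuron markers, of which 12 of 13 were lower in every KO library. As the whole cause they are argued against, since they would make neuron markers fall most, while the difference of the astrocyte median to the neuron median was −1.46 and 16 of 20 astrocyte markers fell more than every neuron marker. A lower share of astrocytes alone would raise the markers of all other cells alike, but the microglia median lay 4.48 above the neuron median. Dilution of all other cells alike is argued against by the difference of the astrocyte median to the endothelial median, −2.85. Fewer astrocytes together with more microglia or macrophages in the KO sort may explain part of the fall. The log2 fold changes of the astrocyte markers had an SD of 0.916, with a median standard error of 0.145 for a single marker, so they did not fall by 1 common factor, but markers that other cells also express fall less under such a change. A loss of astrocyte RNA in the sort and lower expression within Sox9 KO astrocytes cannot be told apart from values per library. The genes of Fig. 1b went the same way, with log2 fold changes of −4.36 for Gfap, −4.61 for Slc6a11, −3.69 for Aldh1l1, −3.28 for Pla2g7, −1.13 for Id2, −2.86 for Id4 and −4.48 for Spry2.

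Sox9 fell by more than any of the 20 listed astrocyte markers, with a difference of −1.29 to the one that fell most. This argues against an equal loss of all astrocyte transcripts as the whole cause of the fall of Sox9. Outside that list, the qPCR gene Slc7a10 fell by more than Sox9, with log2 fold changes of −6.84 and −6.55. For Slc1a2, itself a marker of the list, the difference to the median of the 19 other astrocyte markers was −0.35. For Syt11 the difference to the median of all 20 was 0.27. Both differences lie within the spread of the markers, which did not themselves fall by 1 common factor. A loss of astrocyte transcripts in the sort and lower expression within astrocytes thus cannot be told apart for these 2 genes. A regulation of these 2 genes by Sox9 beyond such a loss was not shown by these values. The difference of the glutamate receptor median to the neuron median was −0.33, and 11 of 25 glutamate receptor genes fell more than every neuron marker. Fewer neuron transcripts in the KO sort and lower expression of receptors in astrocytes cannot be told apart for the family as a whole, because both cell types express these genes and the medians lie close together.

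More genes were lower than higher in KO on the deposited values. The test planned for the scaling, median-of-ratios factors, could decide nothing, because the values already carry them, and quantile normalization was used in its place. It left 43.5% of the called genes lower, so the scaling may account for the excess of lower genes at 1.5-fold. At 4-fold and p 0.01 the lower genes still made up 63.3% after quantile normalization, against 82.5% without it, which argues against scaling as the whole cause of the excess among the strongest changes.

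No library was out of place by its Sox9 level, as the lowest control stood 76.5 times above the highest KO library, which argues against a swap of labels between the groups. The sex genes divide the libraries in another way. Xist was counted with 63, 65721 and 34086 reads in control replicates 1, 2 and 3 and with 81572, 223788 and 22 in KO replicates 1, 2 and 3, and 4 Y-linked genes together with 5753, 2 and 10 and with 0, 2 and 7131. RNA of female cells mixed into libraries of males is argued against by at most 10 Y-linked reads where Xist was high. In 4 libraries Xist was high, 2 in each group, so the sexes balance between the groups, and whether these 4 come from female mice or from samples with another label than stated cannot be told apart without the animals' records. The male and female sex lists did not differ between the groups (medians −0.10 and 0.04, camera adjusted p = 0.977 each, in limma).

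Chance cannot be excluded by other splits of the libraries, since 3 against 3 gives 10 splits and never a share under 0.10. The real split gave the most changed genes, 1 of 10, also counted higher, lower, and at an adjusted p. The other 9 splits gave between 102 and 223 genes at the unadjusted p and 0 at an adjusted p in limma. A camera p as small was found in 1 of 10 splits for the potassium channel, glutamate receptor, calcium-binding and guidance families and the astrocyte and microglia lists, in 2 for the voltage-gated family, in 3 for the neuron list and in 8 for the actin-binding family. Camera p-values were small in other splits too, down to 2.0e-09 for the voltage-gated family.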
